# Weaning Markedly Affects Transcriptome Profiles and Peyer’s Patch Development in Piglet Ileum

**DOI:** 10.3389/fimmu.2015.00630

**Published:** 2015-12-15

**Authors:** Ryo Inoue, Takamitsu Tsukahara, Masako Nakatani, Mie Okutani, Ryoichiro Nishibayashi, Shohei Ogawa, Tomoko Harayama, Takayuki Nagino, Hironori Hatanaka, Kikuto Fukuta, Gustavo A. Romero-Pérez, Kazunari Ushida, Denise Kelly

**Keywords:** neonatal piglets, weaning, ileal mucosa, Peyer’s patches, DNA microarray, metacore pathway analysis, transcriptome

## Abstract

Transcriptome analyses were conducted on the ileal mucosa of 14- to 35-day-old piglets to investigate postnatal gut development during suckling and postweaning. The transcriptome profiles of 14-day-old suckling piglets showed a considerably higher number of differentially expressed genes than did those of 21-, 28-, and 35-day olds, indicating an intensive gut development during the first 14–21 postnatal days. In addition, the analysis of biological pathways indicated that *Chemotaxis Leucocyte chemotaxis* was the most significantly affected pathway in suckling piglets between 14 and 21 days of age. Weaning negatively affected pathways associated with acquired immunity, but positively affected those associated with innate immunity. Interestingly, pathway *Chemotaxis Leucocyte chemotaxis* was found positively affected when comparing 14- and 21-day-old suckling piglets, but negatively affected in 28-day-old piglets weaned at 21 days of age, when compared with 28-day-old suckling piglets. Genes *CXCL13*, *SLA-DOA* (MHC class II), *ICAM1*, *VAV1*, and *VCAM1* were involved in the pathway *Chemotaxis Leukocyte chemotaxis* and they were found to significantly change between 14- and 21-day-old suckling piglets and between groups of suckling and weaned piglets. The expression of these genes significantly declined after weaning at 14, 21, and 28 days of age. This decline indicated that *CXCL13*, *SLA-DOA*, *ICAM1*, *VAV1*, and *VCAM1* may be involved in the development of Peyer’s patches (PP) because lower gene expression clearly corresponded with smaller areas of PP in the ileal mucosa of piglets. Moreover, weaning piglets prior to a period of intensive gut development, i.e., 14 days of age, caused significant adverse effects on the size of PP, which were not reverted even 14 days postweaning.

## Introduction

Development of the gut of growing piglets during early postnatal days is strongly associated with feeding efficiency and susceptibility to pathogens later in life. For example, a pig gut with a well-developed villous/crypt architecture has increased absorptive capacity that results in a higher feed conversion rate (1). In addition, maturation of the porcine mucosal immune system with functional lymphoid organs, including the aggregated lymphoid follicles, provides enhanced protection against pathogens (2, 3). For practical purposes, the aggregated lymphoid follicles are commonly referred to as Peyer’s patches (PP). PP are key components in intestinal immunity and, in human, as much as 46% of PP can be found in the distal 25 cm of ileum (4). Similar PP functions and distribution are likely found in pigs (5, 6). Hence, to maintain the health of growing pigs, it is necessary to ensure a sound development of the digestive–absorptive systems, as well as the mucosal immune structures of the gut such as ileal PP.

The gut of a piglet becomes structurally and functionally comparable with that of an adult at ~2 months of age (7, 8). Nonetheless, intensive development of many parameters associated with the digestive–absorptive and mucosal immune systems is observed during early postnatal life, as piglets still suckle. In the case of the digestive–absorptive system, at ~3 weeks of age lactase activity in the small intestine decreases in parallel with an increase in activity of maltase and sucrase (1, 9). With respect to the mucosal immune system, notable increases in the number of lymphocytes and enlargement of PP (10, 11), as well as marked structural development of the villous architecture (12) have been observed in the small intestinal *lamina propria* during the first 3 weeks of life.

Weaning, particularly early weaning, has a considerable impact on porcine gut development. For instance, weaning significantly increases maltase activity in the small intestine, while simultaneously decreasing lactase activity (13). Furthermore, after weaning, the variety and number of antigens stimulating the mucosal immune system of piglets increase, which contributes to bolster the immune level in the gut, e.g., deployment of more T cells and macrophages/granulocytes to the villous *lamina propria* (14). Moreover, decreases in villous height and increases in crypts depth have been reported by several studies, which clearly exemplify the marked effect of weaning on gut development (15–18).

Transcriptome analysis has been shown to be a useful tool for elucidating gene expression in intestinal tissues of pigs (19). For example, microarray analysis-based bioinformatics have identified in jejunal tissues of weaned piglets: (a) several biological pathways associated with the immune response such as *Natural killer cell mediated cytotoxicity* and *Chemokine signaling pathway* (20) and (b) immune response-related genes affected by foods components such as carbohydrates and fatty acids (21) and amino acids (22). Moreover, recent bioinformatics work has investigated differential gene expression in jejunal (19, 23) and ileal (23, 24) PP. These authors found differential transcriptomic profiles in intestinal tissues, as nutritional pathways were enriched in jejunal PP, whereas immune pathways were overexpressed in ileal PP. Nonetheless, little is known about the identity of biological pathways involved in the development of ileal PP and how enrichment of these pathways and expression of genes related to them affect the development of gut of healthy weaned piglets.

In the present study, first, we analyzed changes in the transcriptome of the ileal mucosa of suckling piglets during early postnatal life, to enhance our understanding of pig’s gut development. Second, we compared the transcriptome of the ileal mucosa of suckling piglets and piglets weaned 21 days after birth, but of same age at the time of comparison, to elucidate the effect of weaning on the developing gut. Third, we assessed the effect of weaning on immune parameters at various ages (14, 21, and 28 days old), with emphasis on biological pathways *Chemotaxis Leukocyte chemotaxis* and *Immune response IFN alpha/beta signaling*, because data suggested that these two pathways were significantly affected by weaning. Last, we evaluated the effect of weaning on ileal PP development, due to pathway *Chemotaxis Leukocyte chemotaxis* was seemingly involved in the development of ileal PP.

## Materials and Methods

### Animals

All piglets were crossbred (Landrace × Large white × Duroc) and bred at the Technical Center of the Toyohashi Feed Mills (Shinshiro, Aichi, Japan). For this work, piglets were obtained from different herds due to the number of animals available was limited. Thus, 30 and 12 piglets were obtained from litters of four and three different sows, respectively. Based on body conditions at the time of group allocation, all selected piglets were tentatively considered suitable for tissue sampling. The average body weight of piglets at farrowing is shown in Table 1. Piglets received a typical commercial diet for weanlings (JustOne Sprout; Toyohashi Feed Mills, Aichi, Japan). This study was carried out in accordance with guidelines for animal studies issued by the Experimental Animal Committee of Kyoto Prefectural University and its protocol approved by this Committee (Approval number: KPU240410).

**Table 1:** **Average body weight of piglets at farrowing and slaughter at different time points**.

Piglet group	Average body weight (kg) at farrowing (*n* = 4)	Average body weight (kg) at slaughter (*n* = 4)
**Suckling**		
S1D	1.990 ± 0.03	1.990 ± 0.03
S7D	1.600 ± 0.06	3.650 ± 0.16
S14D	1.370 ± 0.02	5.250 ± 0.17
S21D	1.300 ± 0.01	6.950 ± 0.20
S28D	1.490 ± 0.06	10.440 ± 0.27
S35D^a^	1.590 ± 0.02	14.600 ± 0.17
21W28D	1.590 ± 0.07	9.090 ± 0.27
21W35D^a^	1.670 ± 0.04	12.030 ± 0.17
**Weaned**		
14W21D	1.700 ± 0.04	5.950 ± 0.17
14W28D	1.890 ± 0.03	8.900 ± 0.09
28W35D	1.620 ± 0.07	12.430 ± 0.35

*Twenty-three piglets from the suckling group were killed and their ileal tissues sampled at 1 (S1D), 7 (S7D), 14 (S14D), 21 (S21D), 28 (S28D), and 35 (S35D) days of age. Four piglets from the suckling group were weaned and killed, and their ileal tissues sampled at 21 and 28 days of age, respectively (21W28D). Three piglets from the suckling group were weaned, and killed, and their ileal tissues sampled at 21 and 35 days of age, respectively (21W35D)*.

*^a^The number of S35D and 21W35D piglets was three each. Eight piglets were weaned at 14 days of age; four were killed, and their ileal tissues sampled at 21 days of age (14W21D), and the other four at 28 days of age (14W28D). Four piglets were weaned at 28 days of age and killed, and their ileal tissues sampled at 35 days of age (28W35D)*.

### Differences in Ileal Transcriptome Between Suckling at Various Ages and Weaning

From a pool of 30 piglets, seven piglets were randomly separated and weaned at 21 days of age (weaned piglet group). Four and three weaned piglets were killed and their ileal tissues sampled 7 (21W28D) and 14 (21W35D) days postweaning, respectively. The remaining piglets stayed with their sows as intensive suckling piglets (sucking piglet group). To ensure that only maternal milk was consumed by the piglets, they were kept from accessing the sow’s diet. Four suckling piglets were killed and their ileal tissues sampled at 1 (S1D), 7 (S7D), 14 (S14D), 21 (S21D), and 28 (S28D) days of age, and the remaining three at 35 days of age (S35D). Only those piglets with acceptable body conditions according to age at slaughter time were finally chosen for sampling. The average body weight of piglets slaughtered at different time points is shown in Table 1. Ileal mucosal samples of all piglets except for those of S1D and S7D were used for microarray analysis.

### Effect of Weaning and Postweaning at Different Ages

From a pool of 12 piglets, eight, and four piglets were separated from sows and weaned at 14 and 28 days of age, respectively. Four piglets weaned at 14 days of age were killed and their tissues sampled at 21 days of age (14W21D) and the remaining four at 28 days of age (14W28D). The piglets weaned at 28 days of age were killed and their tissues sampled at 35 days of age (28W35D). The average body weight of piglets slaughtered at different time points is shown in Table 1. Only those piglets with acceptable body conditions according to age at slaughter time were finally chosen for sampling. Total RNA from the ileal mucosal samples of all piglets was used for real-time PCR and PP histological analyses.

### Tissue Sampling

Piglets were killed by exsanguination after anesthetizing them with an intraperitoneal injection of sodium pentobarbital (Somnopentyl; Kyoritsu, Tokyo, Japan). To remove the entire gut, a midline abdominal incision was cut through the skin; subsequently, the small intestine was excised from the gut. A portion consisting of 15% of the total length, measured from the ileoceacal valve, was collected and regarded as ileum (25, 26). The proximal and distal sections (2 cm long) of this segment were used for histological and gene expression analyses, respectively. Sections were slit lengthwise and washed with saline solution to remove the contents. The proximal section was fixed using a 10% phosphate-buffered formaldehyde solution (v/v). Next, the membrane overlying the ileum was gently scraped from the distal portion with a clean slide glass and immersed into RNAlater (Sigma, Tokyo, Japan). This tissue was regarded as the ileal mucosa, as previously reported (27, 28). Samples were kept at 4°C overnight and subsequently stored at −80°C until used for gene expression analysis.

### Microarray Hybridization

Total RNA was extracted from ileal mucosal samples collected from S14D, S21D, S28D, S35D, 21W28D, and 21W35D piglets. Total RNA extraction and evaluation of RNA integrity were as described by Mulder et al. (29). Only RNA samples showing RNA integrity numbers (RIN) >8.0 were used for the microarray analyses. Biotin-labeled cRNA was synthesized from 100 ng of total RNA using the GeneChip 3′IVT Express kit (Affymetrix, Santa Clara, CA, USA), as per the manufacturer’s instructions. The quality of cRNA was determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Workingham, UK). Hybridization with the GeneChip Porcine Genome Array (Affymetrix), chip scanning, and image quality analysis were conducted as described elsewhere (29).

### Real-Time PCR Analysis of Differentially Expressed Genes

The expression levels of genes selected on the basis of microarray analyses were further evaluated by real-time PCR. Total RNA was extracted from all samples as mentioned above, and complementary DNA was synthesized from each total RNA sample (500 ng), including those used for microarray analyses, using a RevaTra Ace qPCR RT kit (TOYOBO, Osaka, Japan), as per the manufacturer’s instructions. Real-time PCR was conducted using a LightCycler 480 instrument (Roche Applied Science, Tokyo, Japan). Specific primers and probe sets for each gene were designed with the online Universal ProbeLibrary Assay Design Center (Roche Applied Science). Sequences of the primers and probes used in the current study are shown in Table S1 in Supplementary Material. β-actin was used as the reference gene, and PCR conditions and analyses conducted for all genes were as described elsewhere (30).

### Measurement of the Area of Ileal Peyer’s Patches

All fixed tissue samples were used. Tissues were further cross-sectioned with an approximate length of 10 mm. Sections were individually embedded in paraffin wax. Microsections of 4 μm thickness were prepared and stained with hematoxylin and eosin (H&E) for light microscopic examination. Individual areas of lymphoid follicles in all visible PP were measured using a light microscope (BX51, Olympus, Tokyo, Japan) equipped with a digital camera (DP25, Olympus) and image analysis software (DP2-BSW, Olympus). The PP area value for each tissue sample was calculated by adding the individual values of follicular areas in a cross-microsection. A follicular area in PP was determined based on a definition previously reported (10).

### Data Analysis

To minimize technical variation between array chips, microarray data were normalized using the GeneChip Robust Multiarray Average (gcRMA) method and log-transformed with freely available R^1^ and Bioconductor^2^ software packages. Converted microarray data were statistically analyzed using CLC Main workbench software version 7.6.4 (Qiagen, Tokyo, Japan). Age related differences in the expression value of each gene probe in the suckling and weaned piglet groups were analyzed by one-way ANOVA. Differences between consecutive age groups of suckling piglets (S14D vs. S21D, S21D vs. S28D, and S28D vs. S35D) and between suckling and weaned piglet groups of same age were determined by Student’s *t*-test. A basic cut-off *P* < 0.05, and −2 ≤ fold change ≥ 2 was used to determine the differentially expressed genes. This was in concordance with a study of the Microarray Quality Control (MAQC) (31), which recommends the use of fold change ranking plus a non-stringent *P* cut-off as a baseline practice to generate more reproducible differentially expressed genes. However, for MetaCore analysis, false discovery rate was considered and thus, *q*-value (32) was calculated using the Bioconductor package *qvalue*. Genes at *P* < 0.05, −2 ≤ fold change ≥ 2 and having a *q*-value < 0.1 were imported into MetaCore analytical software (GeneGo, St. Joseph, MI, USA) to generate pathway maps, as carried out by Mulder et al. (29). Integrated pathway enrichment analysis was conducted using the knowledge-based canonical pathways and endogenous metabolic pathways.

Delta Ct value (ΔCt) was used for the statistical analysis of gene expression evaluated by real-time PCR. Differences between consecutive age groups of suckling piglets and between suckling and weaned piglet groups of same age were analyzed using the Student’s *t*-test. A *P*-value < 0.05 was considered statistically significant.

Differences in PP area between consecutive age groups of suckling piglets and between suckling and weaned piglet groups of same age were analyzed by Student’s *t*-test. A *P* value < 0.05 was considered statistically significant.

## Results

### Microarray

Raw and processed microarray data were submitted to the Gene Expression Omnibus (accession number GSE65008,^3^ available from October/01/2015).

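The deposited values come from 20 arrays of the Affymetrix GeneChip Porcine Genome Array, a 3′ expression array, each hybridised with RNA from scraped ileal mucosa of 1 piglet. They were 3 arrays of S14D, 4 of S21D, 4 of S28D and 3 of S35D suckling piglets, and 3 of 21W28D and 3 of 21W35D piglets, which had been weaned at 21 days of age. The paper describes 4 piglets for S14D and for 21W28D, and both groups have 3 arrays here. The sample labels differ from the paper in the amount of RNA labelled (10 µg against 100 ng) and in how the ileal site and RNA storage are described. The authors normalized the arrays with gcRMA and log-transformed them. The values are log2 units from a floor of 2.1 to 16.41, and 41.6% of them lie within 1 unit of the floor, where gcRMA compresses differences. Array medians were 5.07 to 5.35 in S14D piglets and 5.14 to 5.27 in the other groups. The correlation of an array with the mean of the other arrays of its group was lowest, 0.970, for replicate 2 of 21W35D. No columns were identical (highest r between arrays 0.997). After 124 control probe sets were left out, 23999 probe sets were tested. Of these, 10069 have 1 gene symbol in the platform annotation used here, 198 have several and 13732 have none. limma was fitted to all 6 groups together, and a probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold difference. Members of gene lists and single genes were called on the adjusted p alone. Lists fixed before the data were examined were tested with camera at a preset correlation of 0.01, and their members are the brightest probe set of each gene. Each array is a separate piglet, and 3 to 4 piglets per group limit the precision of every value.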

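The labels of 2 groups are in doubt. All 3 arrays labelled S35D correlated better with the mean of 21W35D than with that of S28D, and 2 of the 3 arrays labelled 21W28D correlated better with S28D than with 21W35D. The reverse did not hold for 21W35D, of whose 3 arrays 2 correlated better with the mean of S28D than with that of the arrays labelled S35D. Table 3 gives real-time PCR differences for VCAM1 and CXCL13, an adhesion molecule and a B cell chemokine, and for the interferon-induced genes ISG15, IFIT2 (named ISG54 there) and USP18. Over the 5 comparisons that include either group, the arrays had the sign of the PCR in 10 of 25 differences as labelled and in 24 of 25 with both labels exchanged. The comparisons share groups of arrays, so that these differences are not independent. For the interferon-induced genes these numbers were 1 and 15 of 15, and for VCAM1 and CXCL13 they were 9 and 9 of 10. Figure 3 gives the PCR of SLA-DOA, ICAM1 and VAV1, which were lower than in S28D in both S35D and 21W28D piglets. The arrays had these signs in 5 of 6 differences either way: as labelled in 3 of 3 for S35D and 2 of 3 for 21W28D, and exchanged in 2 and 3. The count that turns with the labels is therefore that of the interferon-induced genes. For S28D to S35D, S21D to 21W28D and S28D to 21W28D, the methods' t-test gave 36, 1323 and 1530 probe sets with both labels exchanged, each within 1.5 times of the paper's count, and none of its 3 counts as labelled was. The exchange was chosen after the counts had been compared, so that their match is no independent test. These values do not settle which record of the labels is right. Values are given by the deposited labels, and the groups are called arrays labelled S35D and arrays labelled 21W28D. The exchange of these labels was chosen after seeing the data and is given beside some of the results it changes.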

### Gene Expression at Different Ages in Suckling Piglets

The number of genes differentially expressed (*t*-test; *P* < 0.05) between S14D and S21D piglets was 2,124, half of which (high: 1,031; low: 1,093) were significantly higher in S21D piglets (Figure 1). In contrast, the number of genes differentially expressed between S21D and S28D and S28D and S35D piglets was only 60 (high: 13; low: 47) and 32 (high: 18; low: 14), respectively (Figure 1). 

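Between S14D (n = 3) and S21D (n = 4) piglets, 895 probe sets were higher and 987 were lower in S21D piglets. The largest rise was in UGT2B31, a glucuronosyltransferase, at 2.75 ± 0.20 (SD) in S14D and 8.02 ± 0.70 in S21D piglets, a log2 fold change of 5.26 (standard error 0.66, adjusted p = 2.16e-04 from limma). Its brightest probe set gave 3.70. Also among the 10 largest rises were FCGR2B, an inhibitory Fc receptor of B cells, at 4.41, LCP1, an actin-bundling protein of leukocytes, at 3.66, SCIMP, an adaptor of antigen-presenting cells, at 3.45, and FABP7, a fatty acid-binding protein, at 3.45. UPK1B, CD1.1, CAND2, PHACTR3 and PITPNC1 rose by 3.41 to 4.55. The largest fall was in APOC2, an apolipoprotein that activates lipoprotein lipase, from 14.36 ± 0.52 to 6.62 ± 4.68 (standard error of the difference 1.68, adjusted p = 0.00932). Next were CBR1, a carbonyl reductase, which fell by 6.90, ITIH4, an inter-alpha-trypsin inhibitor, which fell by 6.79, and KLHDC7A, which fell by 5.23, both to the floor of the array, which sets the size of these falls. GPD1, an enzyme between glycolysis and lipid synthesis that was at 2.41 in every S21D array, close to the floor, PLBD1, ABLIM3, FBXL2 and CGA had log2 fold changes of -4.95 to -4.46. UGT2B31, PHACTR3 and FABP7 in S14D and ABLIM3 and CGA in S21D piglets also had means within 1 unit of the floor, which limits the size of these changes. The mean score of the B cell receptor list, in log2 units centred on all arrays, was -1.71 ± 1.62 in S14D and 0.93 ± 0.19 in S21D piglets, and S14D replicate 1 had a score of 3.54 for erythrocyte genes, against 0.91 in the next highest array. limma gave 6822 probe sets at an unadjusted p under 0.05, and the methods' t-test at unadjusted p under 0.05 and 2-fold gave 1214 higher and 1307 lower. With only these groups in the fit 442 were higher and 871 lower. The count was 826 (258 higher and 568 lower) without S14D replicate 2, 636 (188 and 448) without S14D replicate 3, 1174 without S21D replicate 1, 1005 without S21D replicate 3, 359 (95 and 264) with the B cell score as a covariate, which was chosen after seeing the data, and 792 with 1 probe set per named gene. UGT2B31 passed whichever array was left out. Of 69 probe sets that the rule for naming genes takes and that passed from S14D to S21D, 38 and 44 no longer passed without S14D replicates 2 and 3, 2 without S14D replicate 1, and 23, 13, 32 and 20 without S21D replicates 1, 2, 3 and 4.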

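From S21D to S28D piglets (n = 4 each), 1 probe set passed the test. It was GSTA1, a glutathione S-transferase of enterocytes, which rose from 4.93 ± 0.74 (SD) to 11.50 ± 1.54, a log2 fold change of 6.58 (standard error 0.69, adjusted p = 0.00292 from limma). From S28D to the arrays labelled S35D (n = 3), 471 probe sets were higher and 169 lower. Among the largest rises, SLPI, a protease inhibitor of mucosal secretions, rose by 4.29 (standard error 0.99), SFTPD, a collectin that binds microbes, by 4.19, DMBT1, a secreted scavenger receptor, by 3.90, and CCL28, a chemokine that draws IgA-secreting cells, by 3.41. AREG, a growth factor of the EGF family, rose by 4.00, GMPR by 3.49 and ABCC2, an export pump, by 3.32 from a mean within 1 unit of the floor, and probe sets of GSTA1, IFIT2 and DDX58 by 3.98, 3.97 and 3.59. PIGR, the receptor that carries IgA across the epithelium, rose by 1.83. It and DMBT1 were the 2 that passed of 28 antimicrobial genes, over all probe sets and over the list alone, and their list did not pass (adjusted p = 0.54 from camera). UGT2B31 fell by 2.66, PGAM2 by 2.66, FAM129C by 2.46 and CD69, an activation marker of lymphocytes, by 1.55. Of 29 measured genes induced by type 1 interferon, 15 were higher and 1 was lower, and 21 were higher when adjusted over the list alone. The list's median was 1.46 (adjusted p = 2.51e-06 from camera, adjusted p = 0.53 with an estimated correlation), with RSAD2 at 2.68, XAF1 at 2.52, the brightest DDX58 probe set at 2.51 and OAS1 at 2.46. From S21D to S28D the median of these genes was 0.61 and none passed the test over all probe sets or over the list alone (adjusted p = 3.50e-14 for the list, adjusted p = 0.48 with an estimated correlation), and the median was 0.28 without S28D replicate 3. All 12 epithelial genes were higher in the arrays labelled S35D than in S28D piglets when adjusted over the list alone and 3 over all probe sets, among them KRT18 at 1.36 and CDH17 at 1.10 (median 0.83, adjusted p = 3.37e-05, adjusted p = 0.53 with an estimated correlation). In the same comparison, of 13 B cell receptor genes none passed the test over all probe sets and 2 were lower when adjusted over the list alone (median -1.71 and, without replicate 1 of the arrays labelled S35D, -1.01, adjusted p = 9.02e-04, adjusted p = 0.53 with an estimated correlation). From S28D to the arrays labelled S35D, medians were -1.17 for MHC class II, -0.75 for cell cycle and 1.14 for smooth muscle genes. These lists passed (adjusted p = 0.00268, 9.65e-04 and 0.0253 from camera), but not with an estimated correlation (adjusted p = 0.53, 0.57 and 0.55). Replicate 3 of the arrays labelled S35D stood apart in the smooth muscle score, at 2.82. Replicates 1 and 2 were at 0.02 and -0.48, and S28D piglets at -0.34 ± 0.46 (SD), so that the smooth muscle rise rests largely on replicate 3. The methods' t-test at unadjusted p under 0.05 and 2-fold gave 66 and 1530 probe sets for these intervals. At an unadjusted p under 0.05, limma gave 389 and 5600. The first count was 3 without S28D replicate 2. The second was 144, 287 and 312 without S28D replicates 2, 3 and 4, 54 and 173 without replicates 1 and 3 of the arrays labelled S35D, 15 with only these groups in the fit, and 0 with the labels of S35D and 21W28D exchanged, when the interferon median turned and the B cell list did not pass. GSTA1 passed from S21D to S28D whichever array was left out, but not with only these groups in the fit (adjusted p = 0.77), where the count was 0, and the methods' t-test gave none after Benjamini-Hochberg adjustment. Of 40 probe sets taken by the rule for naming genes that passed from S28D to the arrays labelled S35D, 1, 30, 19 and 19 no longer passed without S28D replicates 1, 2, 3 and 4, and 37, 8 and 29 without replicates 1, 2 and 3 of the arrays labelled S35D. The paper concludes from the larger number of genes between S14D and S21D piglets than between later ages that a drastic development of the ileum took place in this week.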

The heat map shown in Figure 2 was generated based on differentially expressed gene probes in ileal tissues of suckling piglets (ANOVA; *P* < 0.05, −4 ≤ fold change ≥ 4). 

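Over the 4 suckling groups, 852 probe sets varied with age at an adjusted p under 0.05 from limma's F test and at least a 4-fold difference between group means. In 648 of them the S14D mean lay furthest from the other groups, above them in 377 and below them in 271. Of 15 measured enteroendocrine genes, 3 were higher at this age and none was lower: CHGB fell by 2.95 (standard error 0.49) from S14D to S21D, to within 1 unit of the floor, SCG2 by 1.94 (standard error 0.36) and SST, somatostatin, by 1.27 (standard error 0.38). When adjusted over the list alone 4 fell, and the list did not pass (adjusted p = 0.15 from camera). Of 8 measured plasma cell genes, JCHAIN, which joins the units of secreted IgA and IgM, rose from 12.35 ± 0.79 (SD, n = 3) to 14.34 ± 0.16 (SD, n = 4). Of 8 measured bile acid genes, FABP6, the ileal bile acid-binding protein, rose by 1.98 (standard error 0.23). ABCC2 of the same list fell by 2.44 (standard error 0.76), to within 1 unit of the floor. The tests of these lists are not given here. On the principal components of the 12267 probe sets with a mean over 5, the S14D arrays lay between -43.34 and -41.00 on the second component (13.7% of the variance) and the other 17 arrays between -14.90 and 52.34. The first component (49.6%) did not part them, with S14D arrays from -106.6 to -21.4 and 21W35D replicate 2 at -91.4. The number of probe sets varying with age in suckling piglets was 1326, 518 and 430 without S14D replicates 1, 2 and 3 in turn.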

The heat map clearly shows that transcriptome profiles drastically changed from S14D to S21D piglets and older (Figure 2A).

**Figure 1:**
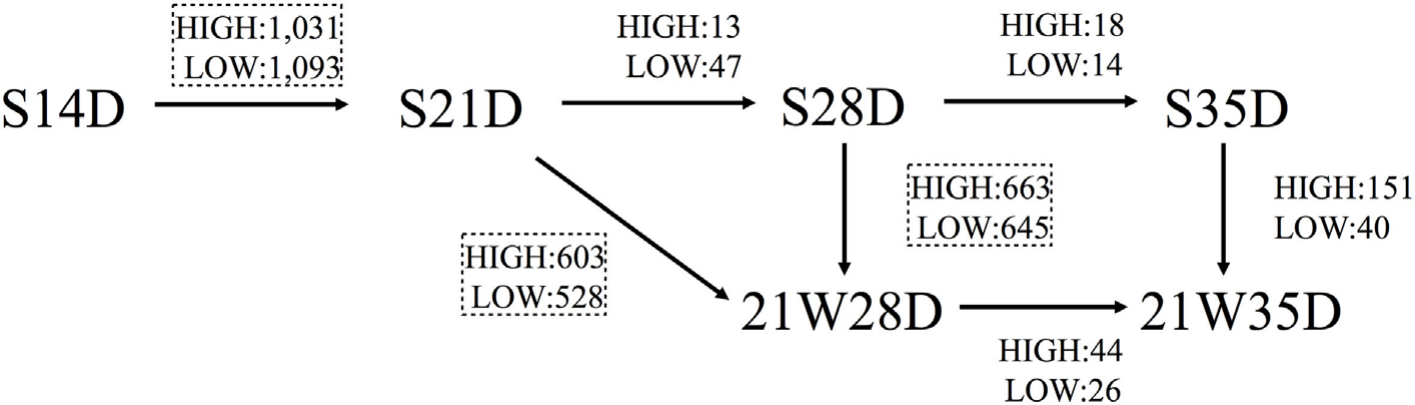
**Differentially expressed genes in piglets**. Figure shows the number of genes differentially expressed (*P* < 0.05, −2 ≤ fold change ≥ 2) in suckling piglets killed and tissue sampled at 14 (S14D), 21 (S21D), 28 (S28D), and 35 (S35D) days of age, and piglets weaned at 21 days of age and killed and tissue sampled 7 (21W28D) and 14 (21W35D) days postweaning. Student’s *t*-test was carried out on the normalized and transformed microarray data and the number of significantly affected genes was calculated. HIGH and LOW denote the number of genes expressed significantly higher and lower, respectively, in piglets at the arrowhead (e.g., S21D) compared with piglets at the other end of the arrow (e.g., S14D). Comparisons between piglets identifying more than 1,000 differentially expressed genes are enclosed in dashed squares. Pathway analysis of the genes in the dashed squares is shown in Table 2.

**Figure 2:**
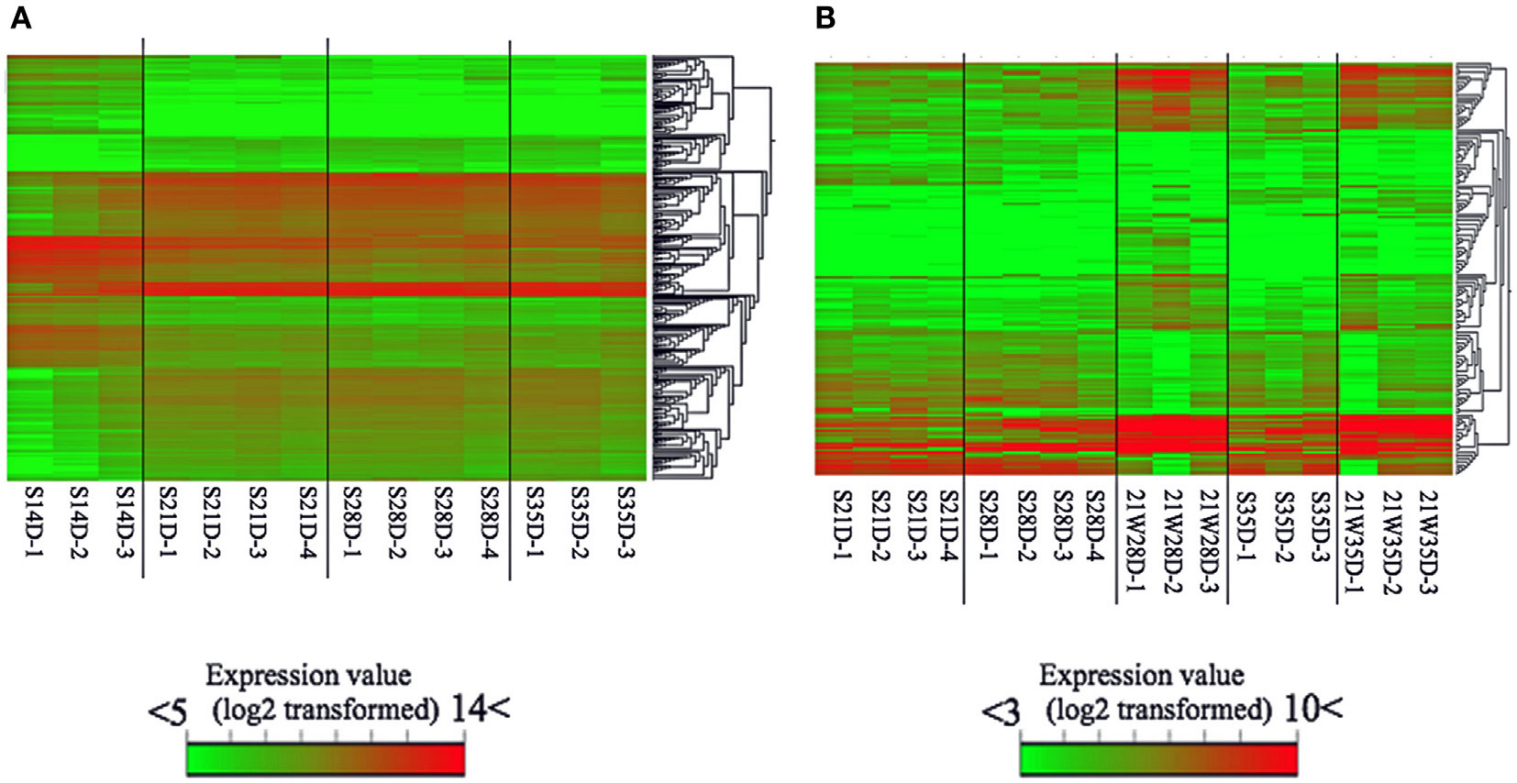
**Microarray-based heat map of differentially expressed gene probes in suckling (A) and weaned (B) piglets of same age**. The heat map was produced by hierarchical clustering of the gene probe set data that met the following criteria: **(A)** ANOVA; *P* < 0.05, −4 ≤ fold change ≥ 4 and **(B)** ANOVA; *P* < 0.05, −3 ≤ fold change ≥ 3. The data of weaning age (S21D) was included to generate data from weaned and suckling piglets of same age.

### Effect of Weaning on Gene Expression

Weaning piglets at 21 days of age markedly affected gene expression in ileal tissues. For example, the number of genes differentially expressed between S21D and 21W28D piglets was 1,131 (high: 603; low: 528), that is, more than 18 times than that between S21D and S28D piglets, and the number of genes differentially expressed between S28D and 21W28D was 1,308 (high: 663; low: 645), half of which (645 genes) showed a significant low expression at 21W28D (Figure 1). 

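In the arrays labelled 21W28D (n = 3), no single probe set differed from S21D (n = 4) or from S28D (n = 4) piglets at an adjusted p under 0.05 from limma, with 606 and 451 probe sets at an unadjusted p under 0.05. Of 41 tested lists, T cell genes had the largest median difference from S21D, at 0.78 (adjusted p = 5.49e-15 from camera, adjusted p = 0.085 with an estimated correlation), with 0 of 19 measured members past the test over all probe sets and 4 higher when adjusted over the list alone. Against S28D piglets it was 0.61, with none past the test over all probe sets and 1 higher when adjusted over the list alone (adjusted p = 1.98e-06, adjusted p = 0.32 with an estimated correlation). ISG15, a ubiquitin-like protein induced by interferon, was at 10.08 ± 1.14 (SD) in the arrays labelled 21W28D, at 10.95 ± 0.54 in S21D and at 12.10 ± 1.11 in S28D piglets. ACTB, the reference gene of the study, was at 14.21 ± 0.13, 14.30 ± 0.23 and 14.23 ± 0.14 in the same groups. The methods' t-test at unadjusted p under 0.05 and 2-fold gave 65 higher and 65 lower probe sets against S21D piglets and 22 higher and 14 lower against S28D piglets, and none after Benjamini-Hochberg adjustment. Of single arrays left out, 21W28D replicate 1 gave 3 and 1 limma calls against S21D and S28D, 21W28D replicate 3 gave 2 and 3, and S21D replicates 2 and 3 gave 1 each against S21D. With the labels of S35D and 21W28D exchanged, limma called 307 probe sets higher and 75 lower against S21D, and 640 against S28D, and the T cell list had a median of 0 in both and did not pass (adjusted p = 0.59 and 0.47).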

The heat map clearly shows that the transcriptome profiles between S28D and 21W28D piglets were different (Figure 2B). In addition, the number of genes differentially expressed between S35D and 21W35D piglets was almost sevenfold smaller than those expressed in 28-day old piglets (Figure 1).

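Over S21D and the suckling and weaned piglets of 28 and 35 days, 163 probe sets varied at an adjusted p under 0.05 from limma's F test and at least 3-fold between group means. The mean score of interferon-induced genes, in log2 units centred on all arrays, was -0.48 ± 0.19 (SD, n = 4) in S21D, 0.10 ± 0.70 (SD, n = 4) in S28D, 1.36 ± 0.35 (SD, n = 3) in the arrays labelled S35D, -0.65 ± 0.42 (SD, n = 3) in those labelled 21W28D and 1.06 ± 0.19 (SD, n = 3) in 21W35D. The B cell receptor score was 1.01 ± 0.43 in S28D, -0.89 ± 1.24 in the arrays labelled S35D, 0.72 ± 0.57 in those labelled 21W28D and -0.72 ± 2.16 in 21W35D, where replicate 2 stood apart at -3.21. Smooth muscle genes had a score of 2.82 in replicate 3 of the arrays labelled S35D and at most 0.73 in any other array. The number of probe sets varying with weaning was 67 and 84 without replicates 1 and 3 of the arrays labelled S35D, 106 without S21D replicate 1, 107 without 21W35D replicate 3 and 303 when dim probe sets were left out.

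**Figure D1:**
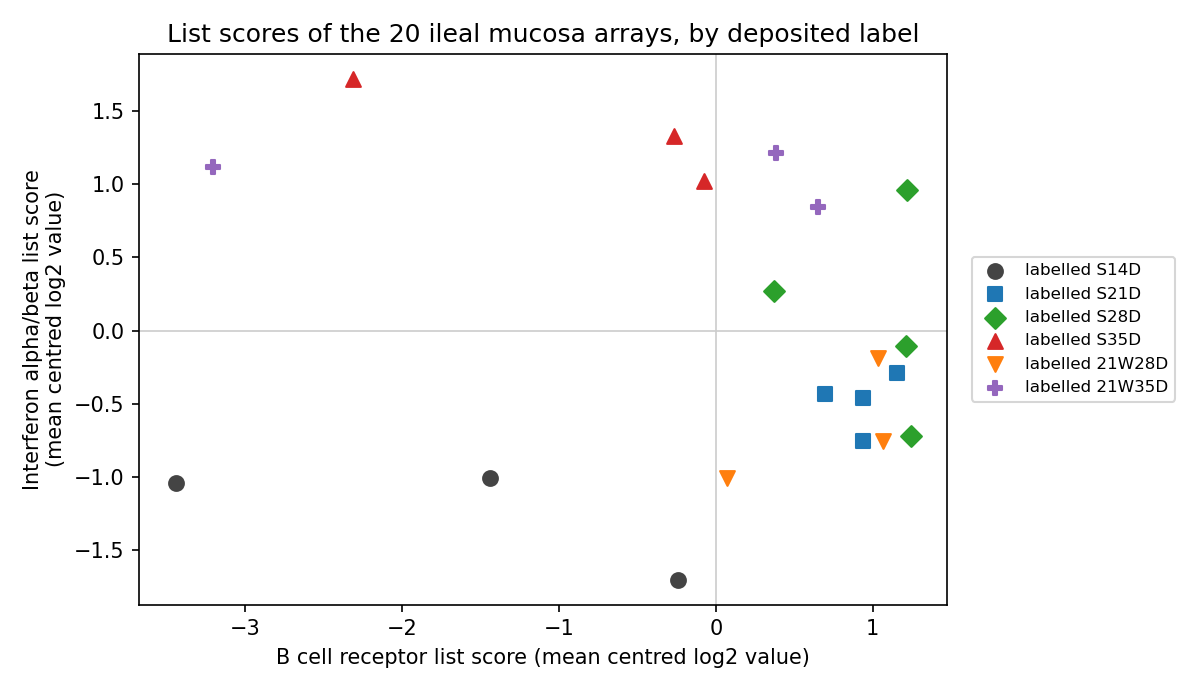
Scores of the B cell receptor list (x axis) and the interferon alpha/beta list (y axis) in each of the 20 arrays, as the mean log2 value of the list's genes after each gene was centred on all arrays. Each point is 1 array, with symbols and colours by deposited label. The arrays labelled S35D and the 21W35D arrays lie between 0.84 and 1.72 on the interferon axis, and those labelled 21W28D between -1.01 and -0.19.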

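At 35 days of age, 3 probe sets were higher and 2 lower in 21W35D piglets than in the arrays labelled S35D (n = 3 each). CD3G, a chain of the T cell receptor complex, rose from 7.98 ± 0.17 (SD) to 9.20 ± 0.25, a log2 fold change of 1.21 (standard error 0.19, adjusted p = 0.0359 from limma). SFTPD, by another probe set than the one above, fell by 3.45 (standard error 0.42, adjusted p = 0.00523), from 9.62 ± 0.52 to 6.17 ± 0.41. The other 3 carry no gene symbol here, and their log2 fold changes were 2.49, 1.34 and -1.98, both rises from means within 1 unit of the floor. CD3G no longer passed without replicate 1 of the arrays labelled S35D or 21W35D replicates 1 or 3. The T cell list had a median of 0.95 and, without replicate 1 of the arrays labelled S35D or of 21W35D, of 0.60 or 0.54 (1 of 19 measured genes higher over all probe sets and 1 adjusted over the list alone, adjusted p = 1.08e-08 from camera, adjusted p = 0.43 with an estimated correlation). Smooth muscle genes had a median of -0.88 with none of 13 past the test over all probe sets or over the list alone (adjusted p = 4.68e-04, adjusted p = 0.70 with an estimated correlation), and of -0.07 and -1.63 without replicates 3 and 2 of the arrays labelled S35D, the first of which did not pass. After exchange of the labels of S35D and 21W28D neither list passed (T cell median 3.50e-05, adjusted p = 0.48; smooth muscle median -0.10, adjusted p = 0.88). No probe set passed limma's interaction term for a different weaning effect at 28 and 35 days (610 at an unadjusted p under 0.05, and 1 to 4 called without any single array other than S28D replicates 1, 3 and 4), and both differences correlated at r = 0.15 (rho = 0.11) across all tested probe sets, which are not independent replicates. Without 21W35D replicates 2 and 1 in turn this r was -0.10 and 0.30, and without S28D replicate 1 it was 0.043. limma gave 1406 probe sets at an unadjusted p under 0.05, and the methods' t-test at unadjusted p under 0.05 and 2-fold gave 47 higher and 33 lower. The count was 26 without 21W35D replicate 2, 19 without replicate 2 of the arrays labelled S35D, 0 with only these groups in the fit, and 16 with the labels of S35D and 21W28D exchanged, when the correlation was 0.76.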

### Pathways Identified in Suckling Piglets

The top 10 biological pathways that significantly exerted effects on suckling piglets between 14 and 21 days of age are listed in Table 2. 

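Of 32 measured cell cycle genes, 22 were higher and none was lower in S21D (n = 4) than in S14D (n = 3) piglets at an adjusted p under 0.05 from limma (28 higher when adjusted over the list alone), with a median log2 fold change of 1.85 (adjusted p = 1.19e-09 from camera, adjusted p = 0.64 with an estimated correlation) and, without S14D replicate 3, of 1.10. They included TYMS, which makes thymidylate for DNA synthesis, at 2.83 (standard error 0.61), CDC25B, a phosphatase that starts mitosis, at 2.66, AURKB, a mitotic kinase, at 2.59 and MCM5, a subunit of the replicative helicase, at 2.54. Of 20 DNA repair genes, 11 were higher and none was lower (14 higher and 1 lower when adjusted over the list alone, median 1.07, adjusted p = 4.50e-05, adjusted p = 0.60 with an estimated correlation). FANCD2 rose by 2.52 (standard error 0.68), the checkpoint kinases CHEK1 and CHEK2 by 1.88 and 1.87, and RFC3, a clamp loader subunit, by 1.66. Of 9 regulators of RAC1, a GTPase of cell movement, 6 were higher and none was lower over all probe sets and over the list alone, with ARHGAP25 at 2.74, ARHGDIB at 2.12 and ARHGEF6 at 2.10, all known from blood cells (median 1.63, adjusted p = 0.0104, adjusted p = 0.60 with an estimated correlation). Across the 20 arrays, deviations of the cell cycle score from the group means followed those of the B cell score (r = 0.89, rho = 0.90). The permutation p was 1e-05 for both, the smallest that 100000 permutations can give. Adjusted over 7 relations, the permutation p was 2.33e-05 for r and 3.50e-05 for rho. Without the 2 arrays farthest from the median B cell value r was 0.82. The spread of these deviations differs between groups, so that the permutation p-values may be too small.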

The most significantly enriched pathway based on the genes highly expressed in suckling piglets at 21 days of age (positively affected pathway) was *Chemotaxis Leucocyte chemotaxis*, with 13 genes from a total of 75 analyzed. 

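Of 40 measured genes of leukocyte chemotaxis, 7 were higher and 2 lower in S21D than in S14D piglets at an adjusted p under 0.05 from limma (12 higher and 3 lower when adjusted over the list alone). ITGB2, the beta chain of leukocyte integrins, rose from 7.27 ± 1.01 (SD, n = 3) to 9.53 ± 0.25 (SD, n = 4), a log2 fold change of 2.25 (standard error 0.58, adjusted p = 0.0213). CCR9, the receptor that guides lymphocytes to the small intestine, rose by 2.12 (standard error 0.35, adjusted p = 0.00165) and ICAM2, an adhesion molecule, by 1.68 (standard error 0.46). The list's median was 0.73 (adjusted p = 0.0291 from camera, adjusted p = 0.65 with an estimated correlation), and without S14D replicate 1 it was 0.51 and no longer passed (adjusted p = 0.053). Deviations of the chemotaxis score, without genes of the B cell list, followed those of the B cell receptor score over 20 arrays (r = 0.84, rho = 0.78, permutation p = 1e-05 and 8e-05, adjusted p = 2.33e-05 and 1.87e-04 over 7 relations). Without the 2 arrays farthest from the median B cell value r was 0.73.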

Two pathways related to immunity were also positively between 14 and 21 days of age. 

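From S14D (n = 3) to S21D (n = 4) piglets, 5 of 19 measured T cell genes were higher and none was lower at an adjusted p under 0.05 from limma (7 higher when adjusted over the list alone). They include CD247, a signalling chain of the T cell receptor, at a log2 fold change of 2.68 (standard error 0.86), LCK, its kinase, at 2.35, CD8A at 2.11 and CD3E at 1.55, and the list's median was 0.52 (adjusted p = 0.0170 from camera, adjusted p = 0.64 with an estimated correlation). Of 13 B cell receptor genes, 5 were higher and none was lower (10 higher when adjusted over the list alone). SPIB, a transcription factor of B cells, rose by 2.38 (standard error 0.69) and BLNK, an adaptor of the B cell receptor, by 1.14, with a list median of 2.52 and, without S14D replicate 3, of 1.61 (adjusted p = 6.95e-04, adjusted p = 0.64 with an estimated correlation). Of 20 macrophage and dendritic cell genes, 8 were higher and none was lower (9 higher when adjusted over the list alone), among them IRF8 at 2.51, SPI1 at 2.11 and CD86, a costimulatory molecule, at 2.10 (adjusted p = 0.00634, adjusted p = 0.60 with an estimated correlation). Of 13 MHC class II genes, 7 were higher and 1 lower (10 higher and 1 lower when adjusted over the list alone), with CD74, the invariant chain, at 2.14 and SLA-DMA at 1.95, while LGMN, a lysosomal protease, fell by 2.20 (adjusted p = 0.0170, adjusted p = 0.64 with an estimated correlation). Of 15 MHC class I genes, 4 were higher and 1 lower (4 and 2 when adjusted over the list alone), with SLA-6 at 1.82 and TAP1, a peptide transporter, at 1.46, and the list did not pass (adjusted p = 0.076). Of 29 interferon-induced genes, 7 were higher and none was lower (10 higher when adjusted over the list alone), with XAF1 at 3.28 and MX1, an antiviral GTPase, at 2.13 (median 0.42, adjusted p = 0.00909, adjusted p = 0.65 with an estimated correlation). Without S14D replicate 1 this median was 0.33 and did not pass. Deviations of the T cell score followed those of the B cell score with r = 0.91 (rho = 0.87), and those of the epithelial score ran the other way with r = -0.64 (rho = -0.70), in 20 arrays (permutation p of r = 1e-05 and 0.00246, of rho = 1e-05 and 9e-04, adjusted p of r = 2.33e-05 and 0.00431 and of rho = 3.50e-05 and 0.00158 over 7 relations). Without the 2 arrays farthest from the median B cell value r was 0.87 and -0.63.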

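CFTR, the chloride channel of the enterocyte surface, fell by 1.41 on the log2 scale from S14D (n = 3) to S21D (n = 4) piglets (standard error 0.17, adjusted p = 1.46e-04 from limma), where all arrays were at the floor. SLC9A3R2, a scaffold protein that binds it, fell by 0.62 (standard error 0.14), and KCNN4, a potassium channel, rose by 1.39 (standard error 0.31). These were the 3 that passed among 27 measured ion transport genes, whose list did not pass (1 higher and 2 lower when adjusted over the list alone, adjusted p = 0.076 from camera, and 0.040 without S21D replicate 2). Of 16 clathrin traffic genes, 4 were lower and 1 higher (5 and 2 when adjusted over the list alone). DAB2, an endocytic adaptor, fell by 4.42 (standard error 0.94, adjusted p = 0.00819), CLTA, the clathrin light chain A, by 0.42 and AP1B1 by 0.35, while HIP1R rose by 1.84, and this list did not pass either (adjusted p = 0.14). Of 17 cell junction genes, 2 were lower and none was higher (7 lower when adjusted over the list alone), with CTNNB1, beta-catenin, down by 0.53 (standard error 0.10, list adjusted p = 0.0118, adjusted p = 0.60 with an estimated correlation). The endocytic and lysosomal genes of the immature enterocyte had the largest fall of the 41 list medians. Of 26 measured, 18 were lower and none was higher (22 lower when adjusted over the list alone) at a median of -1.37 (adjusted p = 5.89e-12, adjusted p = 0.30 with an estimated correlation). NEU1, a lysosomal sialidase, fell by 3.81 (standard error 0.53), HEXA, a subunit of hexosaminidase, by 2.53 and ASAH1, acid ceramidase, by 2.38.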

Most enriched pathways corresponding to genes that had a significantly lower expression at 21 days of age (negatively affected pathway) were related to cystic fibrosis transmembrane conductance (CFTR) regulation and cell adhesion (Table 2). 

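For each comparison, Storey q-values were computed from the p-values of the methods' t-test. GSTA1 was the single gene past limma's test between 21 and 28 days of age, and SLPI, SFTPD and AREG had the largest rises of named genes from 28 days to the arrays labelled S35D. Among probe sets with unadjusted p under 0.05 and at least 2-fold, none of 66 had a q-value under 0.1 from S21D to S28D piglets. The lowest q-value among them was 0.528. From S14D to S21D piglets, 1214 higher and 1307 lower probe sets had one. From S28D to the arrays labelled S35D, 764 higher and 766 lower probe sets had one, with an estimated share of unchanged probe sets of 0.297 and a lowest q-value of 0.0144. With Benjamini-Hochberg adjustment in place of q-values this number was 326, and with the labels of S35D and 21W28D exchanged it was 0.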

Although all differentially expressed genes (*P* < 0.05, −2 ≤ fold change ≥ 2) between 21 and 28 days of age, and between 28 and 35 days of age showed a *q*-value of more than 0.1, pathway analyses were performed using these gene sets for reference purposes. The results can be found in Table S2 in Supplementary Material.

**Table 2:** **MetaCore pathway analysis of differentially expressed genes between ileal mucosal tissues of related piglet groups**.

	*P* value	Significance^a^	Total of genes^b^
**S14D vs. S21D (positively affected from S14D to S21D)**			
Chemotaxis leukocyte chemotaxis	1.570E−07	13	75
DNA damage/ATM-ATR regulation of G2/M checkpoint	3.903E−07	8	26
G-protein signaling/regulation of RAC1 activity	5.164E−07	9	36
Immune response/immunological synapse formation	6.746E−07	11	59
DNA damage/mismatch repair	7.942E−07	7	20
Immune response/CCR3 signaling in eosinophils	1.564E−06	12	77
Cell cycle/role of APC in cell cycle regulation	2.266E−06	8	32
DNA damage/role of Brca1 and Brca2 in DNA repair	1.634E−05	7	30
Cell cycle/role of 14-3-3 proteins in cell cycle regulation	2.571E−05	6	22
DNA damage/ATM-ATR regulation of G1/S checkpoint	2.573E−05	7	32
**S14D vs. S21D (negatively affected from S14D to S21D)**			
wtCFTR and delta508 traffic/clathrin-coated vesicles formation (norm and CF)	1.673E−04	5	19
Cardiac hypertrophy/NF-AT signaling in cardiac hypertrophy	5.545E−04	8	65
Cell adhesion/gap junctions	1.578E−03	5	30
Transcription/ChREBP regulation pathway	2.842E−03	4	21
Cell adhesion/tight junctions	3.623E−03	5	36
Transport/clathrin-coated vesicle cycle	4.437E−03	7	71
Regulation of CFTR activity (norm and CF)	6.546E−03	6	58
Cell adhesion/chemokines and adhesion	8.566E−03	8	100
CFTR-dependent regulation of ion channels in airway epithelium (norm and CF)	8.647E−03	5	44
Development/regulation of epithelial-to-mesenchymal transition (EMT)	1.050E−02	6	64
**S21D vs. 21W28D (positively affected from S21D to 21W28D)**			
Immune response/alternative complement pathway	1.156E−07	9	39
Regulation of metabolism/bile acids regulation of glucose and lipid metabolism via FXR	1.280E−05	7	37
Role of ZNF202 in regulation of expression of genes involved in atherosclerosis	7.329E−05	5	21
Immune response/lectin induced complement pathway	8.556E−05	7	49
Triacylglycerol metabolism p.1	2.825E−04	7	59
Immune response/antigen presentation by MHC class I	3.125E−04	5	28
Glycine, serine, cysteine, and threonine metabolism	3.532E−04	10	123
Glycine, serine, cysteine, and threonine metabolism/rodent version	4.021E−04	10	125
Apoptosis and survival/granzyme B signaling	5.965E−04	5	32
Cholesterol biosynthesis	6.591E−04	8	88
**S21D vs. 21W28D (negatively affected from S21D to 21W28D)**			
Immune response/MIF-mediated glucocorticoid regulation	2.165E−08	7	22
G-protein signaling/regulation of RAC1 activity	1.427E−05	6	36
Immune response/antigen presentation by MHC class II	2.247E−05	4	12
Immune response/MIF-induced cell adhesion, migration, and angiogenesis	6.062E−05	6	46
Immune response/HMGB1/RAGE signaling pathway	1.363E−04	6	53
Immune response/HSP60 and HSP70/TLR signaling pathway	1.514E−04	6	54
Immune response/BCR pathway	1.514E−04	6	54
Immune response/PIP3 signaling in B lymphocytes	3.969E−04	5	42
Development/VEGF signaling and activation	4.437E−04	5	43
Immune response/histamine H1 receptor signaling in immune response	7.431E−04	5	48
**S28D vs. 21W28D (positively affected from S28D to 21W28D)**			
CFTR-dependent regulation of ion channels in airway epithelium (norm and CF)	4.501E−05	7	44
Apoptosis and survival_Caspase cascade	7.274E−04	5	33
Cell adhesion/tight junctions	1.095E−03	5	36
Regulation of metabolism/bile acids regulation of glucose and lipid metabolism via FXR	1.244E−03	5	37
Regulation of CFTR activity (norm and CF)	1.703E−03	6	58
Immune response/IFN alpha/beta signaling pathway	1.756E−03	4	24
Proteolysis/role of Parkin in the ubiquitin-proteasomal pathway	1.756E−03	4	24
Triacylglycerol metabolism p.1	2.031E−03	6	60
Plasmalogen biosynthesis	2.827E−03	6	64
Cell adhesion/gap junctions	4.084E−03	4	30
**S28D vs. 21W28D (negatively affected from S28D to 21W28D)**			
Immune response/BCR pathway	1.421E−08	10	54
Immune response/PIP3 signaling in B lymphocytes	2.000E−08	9	42
Chemotaxis/leukocyte chemotaxis	3.370E−08	11	75
Chemotaxis/CCR4-induced leukocyte adhesion	7.861E−06	6	30
Immune response/NFAT in immune response	1.833E−05	7	51
Immune response/immunological synapse formation	4.839E−05	7	59
Development/EPO-induced PI3K/AKT pathway and Ca(2+) influx	6.765E−05	6	43
Development/EPO-induced MAPK pathway	8.796E−05	6	45
Immune response/CD16 signaling in NK cells	1.334E−04	7	69
Cell cycle/role of APC in cell cycle regulation	1.618E−04	5	32

*^a^Significance (*P* < 0.05) was calculated by comparing the number of differentially expressed genes (*P* < 0.05, −2 ≤ fold change ≥ 2, *q*-value < 0.1) between related piglet groups in each map*.

*^b^Total number of genes in maps assigned to each pathway. Differentially expressed genes were imported into GeneGo Metacore software. Only the top 10 pathways for each comparison are shown*.

### Effect of Weaning on Identified Pathways

The MetaCore enrichment analysis indicated that many pathways associated with immunity were affected by weaning. 

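In the arrays labelled 21W28D (n = 3), cytotoxic and natural killer cell genes had a median log2 fold change of 0.44 above S21D (n = 4) piglets (adjusted p = 1.66e-05 from camera, adjusted p = 0.085 with an estimated correlation) and 0.30 above S28D (n = 4) piglets (adjusted p = 0.00260, adjusted p = 0.30 with an estimated correlation), with none of 9 measured genes past limma's test over all probe sets (over the list alone, 1 higher against S21D and none against S28D). B cell receptor genes had a median of -0.11 against S21D (adjusted p = 0.54) and of -0.22 against S28D (adjusted p = 0.16), with none of 13 past the test over all probe sets or over the list alone. Of 9 germinal centre genes none passed over all probe sets (1 higher against S21D when adjusted over the list alone), and of 8 plasma cell genes none passed by either adjustment. Among lists of innate immunity, none of 27 complement genes and none of 28 antimicrobial genes passed the test in either comparison, over all probe sets or over the list alone (list adjusted p = 0.88 and 0.18 against S21D, 0.61 and 0.091 against S28D). Of 20 macrophage and dendritic cell genes none passed either (adjusted p = 0.21 and 0.37). The cytotoxic median against S28D was 0.45 without S28D replicate 4 and 0.51 without 21W28D replicate 3, and without 21W28D replicate 1 the B cell receptor median was 0.08 against S21D and 0.05 against S28D, where it was -0.42 without 21W28D replicate 2 and -0.40 without S28D replicate 1. With the labels of S35D and 21W28D exchanged it was -1.71 (adjusted p = 7.59e-04 against S21D, adjusted p = 0.48 with an estimated correlation), and the cytotoxic list did not pass (median 0.10, adjusted p = 0.088 against S21D and 0.27 against S28D).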

Pathways associated with acquired immunity was negatively affected in 21W28D piglets in comparison with S21D or S28D, whereas pathways associated with innate immunity seemed to be positively affected (Table 2). For example, when comparing S21D with 21W28D piglets, pathway *Immune response Antigen presentation by MHC class I* was found positively affected but pathway *Immune response Antigen presentation by MHC class II* was found negatively affected. 

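Genes of MHC class I presentation had a median log2 fold change of 0.35 from S21D (n = 4) to the arrays labelled 21W28D (n = 3). None of 15 measured genes passed limma's test over all probe sets and 1 was higher when adjusted over the list alone. The list was called higher (adjusted p = 3.32e-10 from camera, adjusted p = 0.12 with an estimated correlation). Genes of MHC class II presentation had a median of -0.04 and none of 13 passed over all probe sets or over the list alone (adjusted p = 0.18). SLA-DOA, a chain of the class II accessory molecule DO, was at 4.91 ± 1.00 (SD) in S21D and at 4.06 ± 1.64 (SD) in the arrays labelled 21W28D (exact permutation test, two-sided p = 0.43, where 0.029 is the smallest that 4 against 3 allow). The class II median was -0.27 without 21W28D replicate 2 and -0.20 without replicate 3, where the list was called lower, 0.30 without replicate 1 and 0.03 without S21D replicate 3. With the labels of S35D and 21W28D exchanged, it was -1.07 and the list was called lower (adjusted p = 7.63e-04, adjusted p = 0.48 with an estimated correlation).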

Pathway *Chemotaxis Leucocyte chemotaxis* was found positively affected when comparing S14D with S21D, but enriched as negatively affected in 21W28D piglets when comparing suckling piglets of same age (S28D). 

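In the arrays labelled 21W28D (n = 3), none of 40 measured genes of leukocyte chemotaxis differed from S28D (n = 4) piglets at an adjusted p under 0.05 from limma, over all probe sets or over the list alone, and the list did not pass (median -0.01, with camera's direction upward, adjusted p = 0.77). The median was 0.12 without 21W28D replicate 1 and 9.57e-04 without S28D replicate 3 or 4. ICAM1, an adhesion molecule of endothelium and leukocytes, was at 9.62 ± 0.47 (SD) in S28D and at 9.07 ± 0.53 in the arrays labelled 21W28D. VCAM1, which binds lymphocyte integrins, was at 13.59 ± 0.34 and 13.24 ± 0.71. The exact permutation test gave two-sided p = 0.20 for ICAM1 and 0.46 for VCAM1. Across all tested probe sets, which are not independent replicates, the S14D to S21D and the S28D to 21W28D differences had r = -0.30 (rho = -0.34), without 21W28D replicate 1 r was 0.10, and without S28D replicate 1 it was -0.46. No probe set was called in both. With the labels of S35D and 21W28D exchanged, r was -0.59, 46 probe sets rose and then fell where independent lists would share 6.30, and 107 fell and then rose where they would share 19.4. The list then had a median of -0.54 and did not pass (adjusted p = 0.16).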

At 28 and 35 days of age, pathway *Immune response IFN alpha/beta signaling* was found enriched as positively affected in weaned piglets when compared with suckling piglets (Table 2; Table S2 in Supplementary Material). 

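By the deposited labels, the median of 29 measured interferon-induced genes at 28 days of age was -0.62 from S28D (n = 4) to the arrays labelled 21W28D (n = 3), with none past limma's test over all probe sets and 5 lower when adjusted over the list alone (adjusted p = 1.31e-17 from camera, adjusted p = 0.30 with an estimated correlation). It was -0.38 without S28D replicate 3 and -0.40 without 21W28D replicate 1. ISG15 had a log2 fold change of -2.02 (standard error 0.57, adjusted p = 1) and USP18, which removes ISG15 from proteins and dampens interferon signalling, of -1.29 (standard error 0.36, adjusted p = 1). IFIT2, which binds viral RNA, was at 10.78 ± 1.31 (SD) and 10.12 ± 0.51. At 35 days, the list's median was -0.44 from the arrays labelled S35D to 21W35D piglets (n = 3 each) and did not pass (adjusted p = 0.19, no member by either adjustment), and it was -0.19 without replicate 1 of the arrays labelled S35D, with ISG15 at 14.31 ± 0.54 and 13.66 ± 0.23 and USP18 at 12.68 ± 0.44 and 11.90 ± 0.33. The genes ISG15, IFIT2 and USP18 were chosen by the study on these samples and are not independent evidence of a direction. IFI6 has no probe set so named in the annotation used here. With the labels of S35D and 21W28D exchanged, the direction turned. The median at 28 days was then the one given above from S28D to the arrays labelled S35D, and at 35 days it was 1.75 (adjusted p = 6.99e-22, adjusted p = 0.24 with an estimated correlation).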

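From the arrays labelled 21W28D to 21W35D piglets (n = 3 each), 15 probe sets were higher and 1 was lower. DDX58, the viral RNA sensor RIG-I, rose by 4.84 on the log2 scale (standard error 0.76, adjusted p = 0.0254 from limma), RSAD2, the antiviral protein viperin, by 4.16 (standard error 0.54), ISG15 by 3.59 (standard error 0.61) and IFIT1 by 3.05 (standard error 0.43). Of 29 interferon-induced genes, by their brightest probe sets, 2 were higher over all probe sets, and 21 were higher and 1 was lower when adjusted over the list alone, and the list's test is the one given above for 35 days with exchanged labels, which did not pass with an estimated correlation. AREG rose by 4.61, FOS, an immediate early transcription factor, by 2.67, LYVE1, a marker of lymphatic endothelium, by 2.01, DUSP6, a phosphatase of the ERK pathway, by 1.80 and CDKN1A, an inhibitor of the cell cycle, by 1.21. The 1 lower probe set was of HECW1 (-1.05), which lies under 4 log2 units and is named only because it was the single fall. Cell cycle genes had a median of -0.94 with none of 32 past the test over all probe sets or over the list alone (adjusted p = 9.64e-08 from camera, adjusted p = 0.56 with an estimated correlation), and of -0.44 without 21W35D replicate 2. The B cell receptor list, whose score moved with that of the cell cycle list, had a median of -1.17. Its score was -3.21 in 21W35D replicate 2, and 0.65 and 0.39 in replicates 1 and 3, against 0.72 ± 0.57 (SD) in the arrays labelled 21W28D. Brush border genes had a median of 0.67 and epithelial genes of 0.39. These lists passed (adjusted p = 0.00303, 0.00119 and 0.00119 from camera), but not with an estimated correlation (adjusted p = 0.59, 0.56 and 0.56). The brush border score was 1.715 in 21W35D replicate 2, and -0.18 and -0.11 in replicates 1 and 3. It was -0.34 ± 0.31 (SD) in the arrays labelled 21W28D. Much of the brush border rise and of the B cell fall therefore rests on 21W35D replicate 2. Among probe sets with unadjusted p under 0.05 and at least 2-fold, the lowest q-value was 0.207 here. It was 0.648 from the arrays labelled S35D to 21W35D piglets. limma gave 2126 probe sets at an unadjusted p under 0.05, and the methods' t-test at unadjusted p under 0.05 and 2-fold gave 174 higher and 46 lower. limma's count was 44 without dim probe sets, 32 without 21W35D replicate 1, 9 without 21W35D replicate 3, 0 with only these groups in the fit, and 5 with the labels of S35D and 21W28D exchanged. Of 9 probe sets that the rule for naming genes takes and that rose, 3, 3 and 4 no longer passed without 21W28D replicates 1, 2 and 3, and 1, 4 and 5 without 21W35D replicates 1, 2 and 3.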

As above, pathway analyses based on the differentially expressed genes between 21W28D and 21W35D, and between S35D and 21W35D were carried out for reference purposes, although the *q*-value for these genes was higher than 0.1 (Table S2 in Supplementary Material).

### Real-Time PCR Analysis of Gene Expression in Suckling Piglets

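CXCL13, the chemokine that draws B cells into follicles, was at 11.19 ± 1.60 (SD, n = 3) in S14D, 14.08 ± 0.26 (SD, n = 4) in S21D, 13.92 ± 0.49 (SD, n = 4) in S28D and 13.31 ± 1.10 (SD, n = 3) in the arrays labelled 21W28D. Its difference from S14D to S21D did not pass limma's test (2.89, standard error 1.86, adjusted p = 0.35), and its spread over groups includes 21W35D replicate 2 at 3.28. SLA-DOA rose by 2.40 (standard error 0.76, adjusted p = 0.0477), a size limited by the floor, at which S14D replicates 2 and 3 lay, and VAV1, a guanine nucleotide exchange factor of lymphocytes, by 2.20 (standard error 0.67, adjusted p = 0.0400) from S14D to S21D. ICAM1 differed by 1.58 (standard error 0.53, adjusted p = 0.058) and VCAM1 by 1.42 (standard error 0.56, adjusted p = 0.10). SLA-DOA and VAV1 no longer passed without any 1 of these arrays other than S14D replicate 1, without which VCAM1 passed at 1.89. Each of these 5 genes was higher in every S21D than in every S14D array (exact permutation test, two-sided p = 0.029, the smallest that 4 against 3 allow), and 4 of them passed when adjusted over the list alone. The study chose these genes on these samples, so this is not independent evidence of their direction. From S28D to the arrays labelled 21W28D their log2 fold changes were -0.61 for CXCL13, 0.16 for SLA-DOA, -0.55 for ICAM1, -0.11 for VAV1 and -0.35 for VCAM1, and none passed (adjusted p = 1). From S28D to the arrays labelled S35D they were -2.26, -1.42, -1.69, -1.34 and -1.51 in the same order. None passed limma's test (adjusted p = 0.068 for ICAM1, the lowest). The exact permutation test gave two-sided p = 0.029 for CXCL13, ICAM1 and VCAM1, 0.057 for VAV1 and 0.14 for SLA-DOA. The list of these genes had a median of -1.51 (adjusted p = 0.0253 from camera, adjusted p = 0.53 with an estimated correlation).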

Genes *CXCL13*, *SLA-DOA* (MHC class II), *ICAM1*, *VAV1*, and *VCAM1* were selected as involved in the pathway *Chemotaxis Leukocyte chemotaxis* because their expression commonly changed between S14D and S21D and between S28D and 21W28D piglets in the microarray analyses. Real-time PCR analysis showed that the expression of *SLA-DOA* and *VAV1* significantly elevated in suckling piglets from 1 to 7 days of age. Interestingly, from 14 to 21 days of age, all genes in suckling piglets showed a clear elevation of gene expression, of which the level difference was statistically significant (Figure 3; Table 3). Nonetheless, the expression of all genes started to decline markedly in piglets older than 28 days of age (*P* < 0.05 for *SLA-DOA*, *ICAM1*, and *VAV1*; Figures 3A–C).

**Figure 3:**
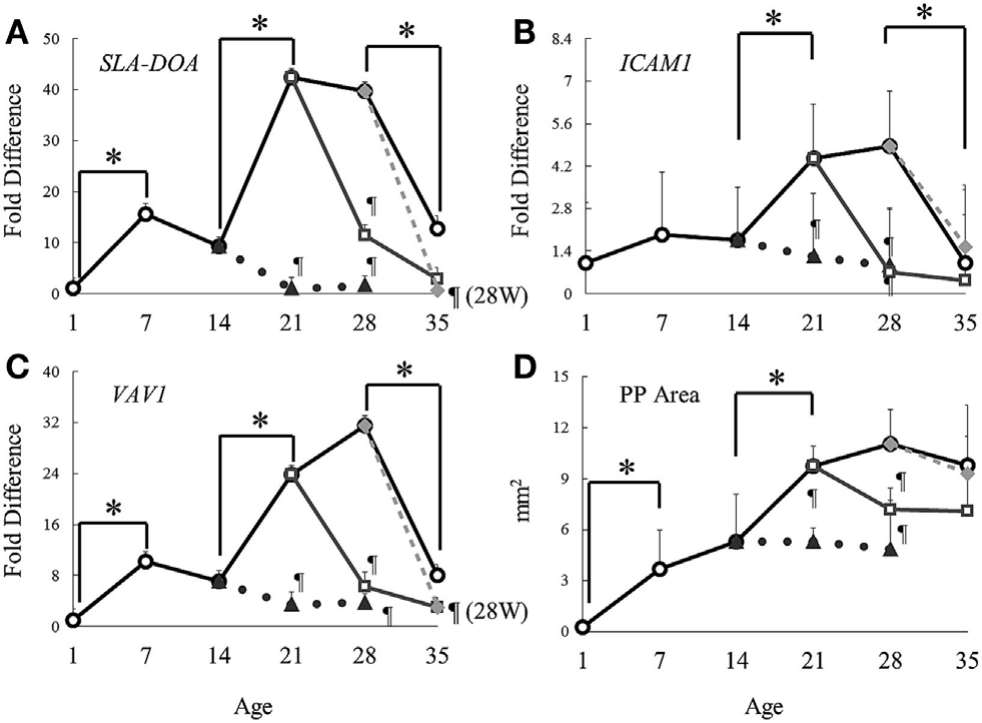
**Dynamics of gene expression and areas of Peyer’s patches during the experimental period**. Symbols: solid line and open circles: suckling piglets; dotted line and solid triangles: piglets weaned at 14 days of age; solid line and open squares: piglets weaned at 21 days of age; gray line and solid rhombuses: piglets weaned at 28 days of age. Gene expression of **(A)***SLA-DOA*, **(B)** *ICAM1*, and **(C)** *VAV1* were analyzed using real-time PCR. The expression of each gene was normalized to that of β-actin. Data are presented as fold differences (mean ± SD) compared with the expression level of S1D. The sum of all visible follicular areas of Peyer’s patches was measured and regarded as **(D)** area of Peyer’s patches. Data are shown as mean ± SD. *P < 0.05 between ages, and ^¶^*P* < 0.05 between weaned and suckling piglets of same age.

**Table 3:** **Real-time PCR analyses of selected genes in ileal mucosal tissues of suckling and weaned piglets**.

Gene	Suckling piglet	14W^a^	21W^b^	28W^c^	Age at slaughter and tissue sampling
**Chemotaxis leukocyte chemotaxis pathway**					
*VCAM1*					
	7.01 ± 1.50				1D
	8.12 ± 0.96				7D
	7.83 ± 0.71				14D
	6.26 ± 0.70^§^	9.47 ± 2.00^§^			21D
	6.22 ± 0.38	9.21 ± 1.23^§^	8.03 ± 0.47^§^		28D
	7.42 ± 1.86		8.34 ± 1.36	10.51 ± 1.23^§^	35D
*CXCL13*					
	8.39 ± 2.79				1D
	8.29 ± 2.96				7D
	8.69 ± 1.32				14D
	6.64 ± 1.98	9.75 ± 1.87^§^			21D
	4.98 ± 0.52	10.38 ± 2.32^||^	8.00 ± 0.95^§^		28D
	6.06 ± 2.12		8.24 ± 4.89	10.22 ± 0.58^§^	35D
**Immune response/IFN alpha/beta signaling pathway**					
*ISG15*					
	6.57 ± 0.26	6.17 ± 1.09			21D
	5.27 ± 0.98	6.94 ± 0.45^§^	3.36 ± 0.80^§^		28D
	8.22 ± 0.67		4.69 ± 0.24^§^	5.37 ± 1.00^§^	35D
*ISG54*					
	9.77 ± 0.86	8.77 ± 3.61			21D
	8.98 ± 1.69	8.66 ± 3.61	7.53 ± 1.81		28D
	11.35 ± 0.74		9.49 ± 0.66^§^	7.55 ± 3.51^§^	35D
*IFI6*					
	14.02 ± 0.99	12.65 ± 5.38			21D
	13.36 ± 1.48	12.09 ± 6.02	12.56 ± 1.44		28D
	16.64 ± 0.98		14.71 ± 0.50^§^	10.40 ± 4.67^§^	35D
*USP18*					
	11.16 ± 0.61	11.13 ± 4.23			21D
	10.34 ± 1.02	12.12 ± 5.42^§^	9.60 ± 1.37		28D
	13.67 ± 0.25		12.54 ± 0.80^||^	11.28 ± 5.22^||^	35D

*^a^Piglets weaned at 14 days of age*.

*^b^Piglets weaned at 21 days of age*.

*^c^Piglets weaned at 28 days of age. PCR values are expressed as mean ΔCt ± SD*.

*Significance was estimated after comparisons between data of chronologically consecutive piglet groups (e.g., 21D vs. 14D suckling piglets) or after comparison with suckling piglets of same age. ^§^*P* < 0.05; ^||^*P* < 0.1. In the data shown, smaller values actually denote higher expression. The fold difference between groups can be appreciated by raising the difference of ΔCt between groups to the power of 2*.

### Real-Time PCR Analysis of Gene Expression in Weaned Piglets

At day 7 postweaning, the expression of all genes involved in the pathway *Chemotaxis Leukocyte chemotaxis* was significantly lower in all weaned piglets when compared with that in suckling piglets of same age (Figure 3; Table 3). Furthermore, in piglets weaned at 14 days of age, an elevation in gene expression similar to that between S14D and S21D piglets was not observed and hence, gene expression was still significantly lower at 14 days postweaning when compared with that in 28-day-old suckling piglets (14W28D vs. S28D). However, differences in gene expression between weaned and suckling piglets were non-significant at 35 days of age due to the marked decline in gene expression in piglets older than 28 days of age mentioned above. The effect of weaning on the expression of genes *ISG15*, *ISG54*, *IFI6*, and *USP18* involved in the pathway *Immune response IFN alpha/beta signaling* was differentially dependent on the weaning age. For example, the expression of *ISG15* and *USP18* was lower 14 days postweaning in piglets weaned at 14 days of age than in 28 days old suckling piglets (S28D). In contrast, the expression of all genes was markedly higher (*P* < 0.05) in 35 days old piglets that were weaned at 21 and 28 days of age than that of genes in 35-day-old suckling piglets (S35D).

### Measurement of the Area of Ileal Peyer’s Patches

The dynamics of ileal PP areas during the experiment was similar to that of the expression of genes involved in the pathway *Chemotaxis Leukocyte chemotaxis*, particularly with *SLA-DOA* and *VAV1* (Figures 3 and 4). For example, in suckling piglets, ileal PP areas significantly increased from 1 (Figure 4A) to 7 (Figure 4B) and from 14 (Figure 4C) to 21 (Figure 4D) days of age, the latter enlargement being approximately twofold. Except for piglets weaned at 28 days of age (Figure 4K), ileal PP areas were smaller in weaned piglets (Figures 4G–J) than those observed in suckling piglets (Figures 4C,D), being this difference more marked if comparison was made between piglets weaned at 14 days of age (Figure 4C vs. Figures 4G,H), in which PP area size remained essentially unchanged (Figure 3D).

**Figure 4:**
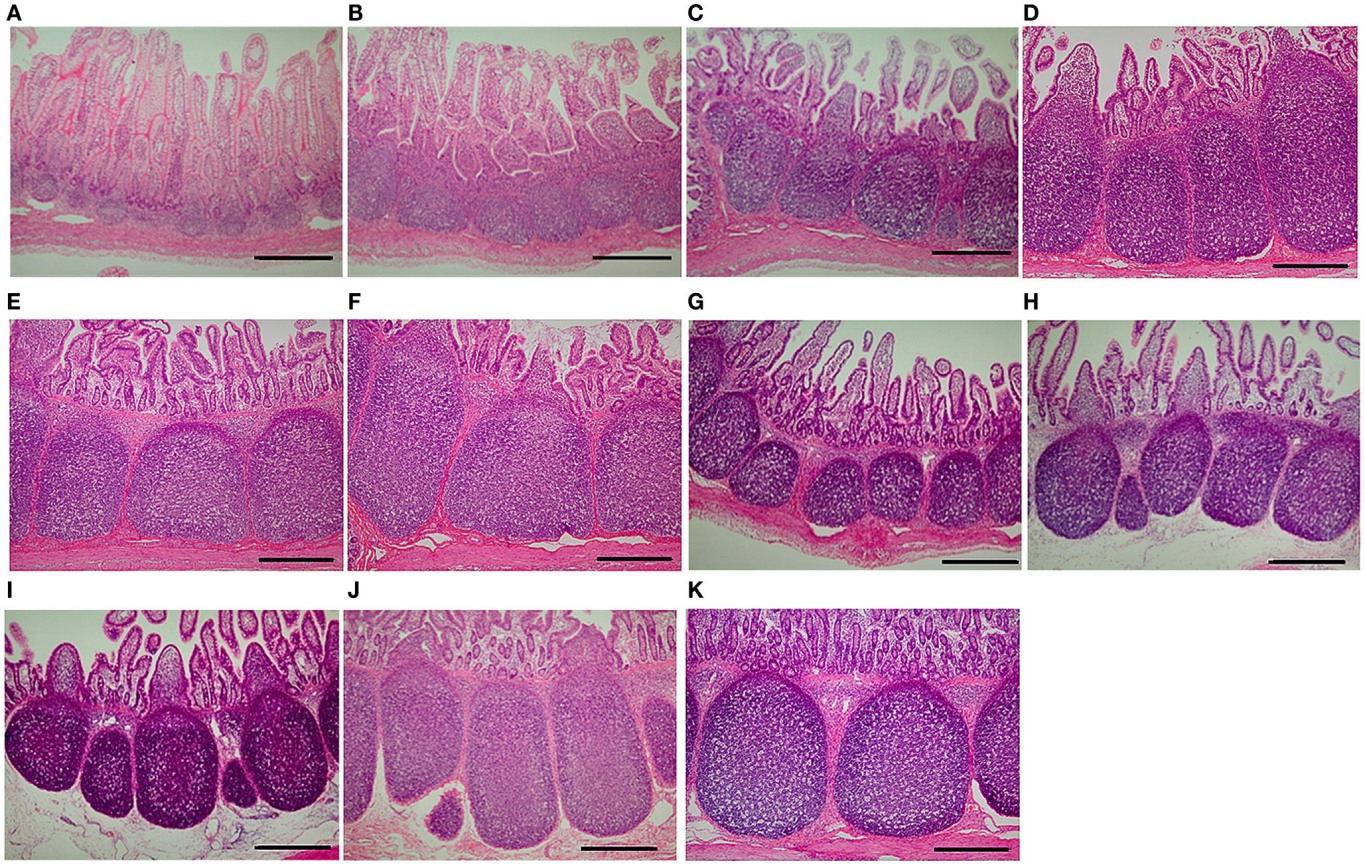
**Peyer’s patches in piglet ileal samples**. Representative images of Peyer’s patches in ileal tissues of suckling piglets killed at **(A)** 1, **(B)** 7, **(C)** 14, **(D)** 21, **(E)** 28, and **(F)** 35 days of age are shown. In addition, the figure also shows representative images of Peyer’s patches in ileal tissues of piglets weaned and killed at **(G)** 14 and 21, **(H)** 14 and 28, **(I)** 21 and 28, **(J)** 21 and 35, and **(K)** 28 and 35 days of age, respectively. Photomicrographs (original magnification ×40; hematoxylin and eosin stain) were taken using a digital camera attached to a light microscope. Bars = 500 μm.

## Discussion

The Affymetrix GeneChip Porcine Genome Array contains 24,123 probe sets and ~20,000 were annotated by (33), of which 11,265 represented unique genes. This powerful tool enabled us to analyze changes in transcriptome profiles and biological pathways in the porcine ileum that occurred during its development or the weaning process. In the present study, the microarray analyses were conducted on the ileal mucosa to comprehensively characterize changes in all cell lineages present in the gut rather than on a specific cell subset (29).

β-actin was the housekeeping gene used in the present work. Like many others, β-actin is expected to be expressed in all cells under normal conditions. However, the use of β-actin as reference gene has been lately questioned as it is argued that constant expression, rather than ubiquity, across tissues should be the decisive attribute when choosing a gene as internal control for experimental expression analysis (34, 35). Nonetheless, gene stability may depend on the type and region of tissues (36), and experiment conditions and species (37). Moreover, recent work (38, 39), including that on gene expression in pig tissues (36, 40), used β-actin as reference for measuring gene expression, with no reported problems. In addition, for further assurance, we evaluated *GAPDH* as an alternative reference gene and found a significant positive correlation (*P* < 0.01) with the expression level of *ACTB*. Based on all this, we considered β-actin a reliable reference gene.

A remarkable change in transcriptome profiles was observed when the analyses of tissues from 14- to 21-day-old suckling piglets were compared. A side-by-side comparison of profiles from S14D and S21D piglets showed that the number of genes differentially expressed was more than 10-fold higher than those found between S21D and S28D or between S28D and S35D piglets. This indicated that a drastic development of ileum took place within a week, between 14 and 21 days of age, but afterward it was only relatively modest. Moreover, MetaCore analyses revealed that in suckling piglets pathways associated with immunity were positively affected in the same period, which also suggests that development of the mucosal immune system also took place within this time.

*Chemotaxis Leukocyte chemotaxis* was the most significantly affected pathway, and putatively involved in immune cell deployment to the ileum. It is of interest that the same pathway and even the same genes were negatively affected by weaning. Real-time PCR analyses demonstrated that weaning significantly attenuated the gene expression involved in this pathway not only at 21 days of age but also at 14 and 28 days of age. In contrast, it was previously reported that a great number of immune cells are deployed to the *lamina propria* of the small intestine due to weaning (41). Therefore, we hypothesized that this pathway was very much involved in the development of PP. Our results confirmed that the dynamics of PP enlargement was very similar to that of genes involved in this pathway. PP areas significantly increased from day 14 to 21 in suckling piglets along with the expression of the genes involved in this pathway, but virtually ceased when the expression of these genes diminished at 35 days of age. In addition, differences in gene expression in tissues from weaned and suckling piglets of same age clearly coincided with size differences in PP areas.

*ICAM1*, *VCAM1*, and *CXCL13* are involved in attraction/retention of hematopoietic cells in developing PP (42) and an increase in *SLA-DOA* may imply activation or proliferation of dendritic cells, as it has been previously suggested that dendritic cells from porcine PP highly expresses MHC class II (43). With regard to Vav-1, the involvement of this GTP exchange factor in the formation/development of PP has not yet been demonstrated. However, previous work reported that Vav-1 was critical for T cell development, and that deficiency in *VAV1* resulted in reduced T cell population in lymph nodes (44). Thus, an increase in this gene may indicate T cell activation or an increase in the number of these cells in developing PP. The reason the low gene expression in 28W35D did not affect PP areas was presumably because gene expression had already peaked before weaning. By contrast, critical maldevelopment of PP observed in tissues of 14W21D piglets, which did not revert even after 14 days postweaning, was possibly due to piglets were weaned before gene expression peaked.

MetaCore analyses also showed that many pathways such as *Immune response BCR pathway* and *Immune response PIP3 signaling in B lymphocytes* associated with immunity, possibly humoral immunity, were negatively affected by weaning. This may be explained by the maldevelopment of PP because they play a critical role in humoral immunity, including production of antibodies (45). Indeed, it is quite possible that underdevelopment of PP observed after weaning resulted in lower expression of chemotactic genes such as *CXCL13*, which in turn caused a reduction of B cell homing and overall immune response (46). In contrast, type 1 IFN signaling pathway (*Immune response IFN alpha/beta signaling pathway*) seemed to be positively affected by weaning. Unexpectedly, real-time PCR analyses showed that the older the piglets were at weaning the larger the effect of weaning on the genes involved in this pathway. Type 1 IFNs have many biological properties (47); thus, the exact role of type 1 IFN signaling on gut development is still not clear. It has been demonstrated that ileum of conventionalized 14-day-old piglets showed activated IFN-γ and type 1 IFN signaling pathways in comparison with germ-free piglets of same age (26). Thus, it is likely that type 1 IFN signaling pathway was activated by the colonization of intestinal microbiota. In contrast, a counteracting inhibitory mechanism must have been activated to maintain intestinal homeostasis as suggested by Chowdhury et al. (26). Because of this inhibitory mechanism, type 1 IFN signaling pathway may be attenuated at an older age as shown by the decreased expression of all evaluated genes associated with this pathway. Among the four genes evaluated (*ISG15*, *ISG54*, *IFI6*, and *USP18*) that were induced by interferon-stimulated gene factor 3 (ISGF3) due to IFN-α stimulation, USP18 is known as a potent negative regulator of type 1 IFN signaling (48), and ISG15 is also suggested as a key negative regulator of the signaling in human by stabilizing USP18 (49). Thus, these two proteins may be involved in this inhibitory mechanism. Furthermore, type 1 IFN signaling pathway has been suggested as affected by the composition of the intestinal microbiota (29). Thus, it can tentatively be theorized that drastic changes in the microbiota composition caused by the lack of maternal milk, i.e., weaning, may have activated this pathway again.

In conclusion, the present study suggested that development of porcine ileum was not gradual but took place stepwise and proceeded intensively during a certain period (< 7 days). Indeed, according to real-time PCR analyses carried out in the present study and the dynamics of PP enlargement, intensive development may have occurred from the age of 1–7 days as well as from the age of 14–21 days. However, the time in which intensive development occurs could slightly change depending on the growing environment as it has a significant effect on the establishment of gut microbiota and overall gut development (29). The results of the present study clearly indicate that weaning before 21 days of age causes a critically adverse effect on gut development of piglets, leading to maldevelopment of PP that did not revert even after 14 days postweaning. The present work is the first to clearly show the effect of age at weaning on the development of PP, based on supporting expression patterns of genes perhaps involved in the process. This finding warrants further evaluation of the relationship between transcriptomic changes during weaning and gut microbiota and/or immune cell population. Future work using a combination of techniques such as laser capture micro dissection and DNA microarray analyses could be highly useful to reveal changes taking place in specific anatomical sites such as PP.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Weaning Markedly Affects Transcriptome Profiles and Peyer’s Patch Development in Piglet Ileum
**Source:** Front Immunol. 2015 Dec 15;6:630. doi: 10.3389/fimmu.2015.00630
**Supplement:** Supplementary file 1

**Supplementary Table 1.** The sequences of primers and probes used in Real-time PCR analysis Listed probe numbers indicate the product number of the Universal ProbeLibrary Set and Human Extension Set sold by Roche Applied Science.

| **Gene** | **Sequences(5'-3')** | **Accession No.** | **Probe number** |
| --- | --- | --- | --- |
| *Chemotaxis Leukocyte chemotaxis pathway* | |  | |
| ***SLA-DOA*(MHC class II)** | F gagccgctctttacgcact | AB012858 | #45 |
|  | R ccagggtctctgtggtgtct |  |  |
| ***VCAM1*** | F ttgacgtgaaaggaagagaaagt | NM_213891 | #88 |
|  | R ccccgatggcaggtattatt |  |  |
| ***ICAM1*** | F ggaaaatgcagccatgaaac | AF156712 | #149 |
|  | R ctgccctggatcaggttc |  |  |
| ***VAV1*** | F ctgtctgttcatctttggtatgct | XM_003480810 | #43 |
|  | R gagcggttggtgaggatg |  |  |
| ***CXCL13*** | F aagcctccggaagagattg | XM_003129101 | #27 |
|  | R cttgtcaggctgaaactcca |  |  |
|  | |  | |
| *Interferon alpha/beta signaling pathway* | |  | |
| ***IFI6*** | F gcatcaggcacagagtaggg | BX676643 | #32 |
|  | R gcgtcttcttttgtctggaaa |  |  |
| ***USP18*** | F ctccttgagacggaggaaga | NM_213826 | #64 |
|  | R agcgaagagctcgtaccg |  |  |
| ***ISG54 (IFIT2)*** | F aatttgttccttgtctgctcct | XM_001928671 | #34 |
|  | R ttcttcatactgaccagcttgc |  |  |
| ***ISG15*** | F agcaacgcctatgaggtctg | NM_001128469 | #112 |
|  | R tgacacacctgctgcttga |  |  |
|  |  |  |  |
| Reference gene |  |  |  |
| ***ACTB*** | F ctaggagcgggttgaggtg | XM_003124280 | #71 |
|  | R ctggtctcaagtcagtgtacaggt |  |  |

# Supplementary material for: Weaning Markedly Affects Transcriptome Profiles and Peyer’s Patch Development in Piglet Ileum
**Source:** Front Immunol. 2015 Dec 15;6:630. doi: 10.3389/fimmu.2015.00630
**Supplement:** Supplementary file 2

**Supplementary Table 2.** MetaCore pathway analysis of differentially expressed genes in ileal mucosal tissues of related piglet groups

*Significance (P < 0.05) was calculated by comparing the number of differentially expressed genes between related piglet groups in each map. Differentially expressed genes were determined with a cut-off *P* < 0.05, and -2≤fold change≥2. **Total number of genes in maps assigned to each pathway. Although all differentially expressed genes used for comparisons had a q-value >0.1, they were imported into GeneGo Metacore software to perform pathway analyses only for reference purposes. Only the top ten pathways for each comparison are shown.

How the deposited data were processed for this re-analysis (not part of the article)

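The data were values of 20 Affymetrix GeneChip Porcine Genome Arrays, each hybridised with RNA from the ileal mucosa of 1 piglet. The groups S14D, S21D, S28D, S35D, 21W28D and 21W35D had 3, 4, 4, 3, 3 and 3 arrays, and each array was assigned to its group by its deposited label. According to the methods, the authors normalized the arrays with gcRMA in R and Bioconductor and log-transformed them, and the submitters' processing notes name GCOS 1.2 and GCRMA without a version. The deposited values are therefore log2 values after background correction by probe GC content, quantile normalization and summary per probe set. The base of 2 was taken from the scale of Figure 2 and checked against the range of the values. Raw intensities were not used here. The paper gives no scan dates and places the 30 piglets in litters of 4 sows, and the litter of each array is not given in the sources used here, so that neither was modelled.

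All 24123 probe sets were read, and 124 Affymetrix controls were left out of the tests. Gene symbols came from the platform annotation. Of its probe sets, 9961 with 1 symbol matched a gene table of the Sscrofa11.1 assembly. Signal near the floor limits what can be seen: a filter of at least 4 log2 units in at least 3 arrays, used as an alternative, kept 13718 probe sets. Replicate numbers were checked for pairing across groups. Of 46 pairs of arrays with the same number, 20 had a correlation of deviations above 0.1 and 19 below -0.1 (median 0.03), and 6 of 20 arrays correlated best with an array of their own number. They were therefore not treated as pairs, and the number was used as a block only as an alternative.

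The main test was limma 3.58.1 (lmFit and eBayes, with statmod 1.5.0) in R 4.3.3, fitted to all 20 arrays with 1 mean per group and no block. Benjamini-Hochberg adjustment was over all tested probe sets. Variation with age was tested with an F test over the 4 suckling groups, variation with weaning with an F test over 5 groups without S14D, and a different effect of weaning at the 2 ages with an interaction contrast. Of 44 gene lists, 41 were tested with camera, and the other 3 were 2 with fewer than 5 measured genes and the reference genes, for which only values were planned, and p-values were adjusted over the lists within each comparison. The lists were written from textbook knowledge, since members of the MetaCore maps are not given in the sources used here. The score of a list is the mean of its genes that reach 4 log2 units in some array, after centring each on all arrays, and list medians and tests use all its measured genes. Storey q-values were computed from the methods' t-test with the share of unchanged probe sets from a smoothing spline, and probe sets without variance in both groups were left out of it. Single genes of the paper were tested by exact permutation and correlations by 100000 permutations. Deviations from group means are centred within each group and differ in spread (SD of the B cell score 0.19 in S21D and 2.16 in 21W35D). Permutation p-values of correlations between deviations may therefore be too small. Other splits of the arrays were counted in full where there were at most 100, and otherwise in 100 draws. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 drew the figure.

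Genes were named by a rule. It takes every gene the paper names, the 10 largest rises and falls of each comparison among probe sets with 1 symbol that passed and whose groups did not overlap, and up to 4 members of each list reported in a passage with the largest changes at an adjusted p under 0.05. Probe sets under 4 log2 units in every array of both groups are not named by it. The groups, comparisons, tests, lists, this rule and all alternatives not marked otherwise were chosen before the data were examined. The genes and directions that the paper gives had been read by then.

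The alternatives were the dim filter, no fold minimum, 1 probe set per gene, the mean of all probe sets of a gene, only the groups compared in the fit, an intensity trend with robust variance, median centring, quantile normalization again, the replicate block, an estimated correlation in camera, the methods' t-test with and without adjustment, 3 arrays per group, Benjamini-Hochberg in place of q-values and each array left out in turn. Exchanging the labels of S35D and 21W28D, alone and with the methods' t-test, and the B cell score as a covariate were chosen after seeing the data. After the results were seen, some lists were left out of the passages on the arrays labelled S35D and 21W28D for length, and the verdict on RNA quality was read with the upper bound of its correlation.

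The main test was tested on simulated data with the group sizes and spread of these arrays, in which 100 of 23999 probe sets were changed 2-fold and 100 others 4-fold, all with a mean over 5 log2 units. Depending on the comparison, 43 to 59 percent of 2-fold changes and 76 to 88 percent of 4-fold changes were significant, with 5 to 21 false calls. With the 2-fold minimum of the main test, 28 to 38 percent of 2-fold changes and 76 to 88 percent of 4-fold changes were called. In the arrays, 1882 probe sets were called from S14D to S21D, and scores of several lists moved together. Whether these shares and false calls hold for such data was not tested.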

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

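The tests of exchanged labels, of 1 misplaced array, of age, of the lymphoid share by correlation and of smooth muscle carry-over were chosen only after the result was seen, and the B cell covariate was added after the data had been seen.

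By their values, the arrays labelled S35D lay near 21W35D and those labelled 21W28D near S21D and S28D: 3 of 3 labelled S35D correlated better with the mean of 21W35D than with that of S28D, and 2 of 3 labelled 21W28D better with S28D, but 2 of 3 of 21W35D correlated better with S28D than with S35D. A single misplaced array would move 1 array, and 5 of the 6 lay nearer the other group of their age, so that it cannot be the whole cause. That count is the one that raised the question. An array with the right label may also lie so, and whether any 1 array was misplaced cannot be decided from it. Exchanged labels of the 2 groups stay open as a candidate explanation: for S28D to S35D, S21D to 21W28D and S28D to 21W28D the methods' t-test gave 1530, 130 and 36 as labelled and 36, 1323 and 1530 exchanged, against the paper's 32, 1131 and 1308, and 24 of 25 signs of the real-time PCR in Table 3 matched after the exchange and 10 as labelled, in comparisons that share groups of arrays, but 1 array labelled 21W28D lay nearer 21W35D, the exchange was chosen after these counts were seen, and VCAM1 and CXCL13 matched equally often either way, as did SLA-DOA, ICAM1 and VAV1 of Figure 3 (5 of 6). Age, with suckling and weaned piglets of 35 days alike, stays open only if the deposited labels are right and the grouping behind the paper's array counts and PCR is not. The tables do not settle which grouping is right, nor was an effect of weaning on these piglets excluded.

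Deviations from the group means of B cell and chemotaxis scores went together in 20 arrays (r = 0.842), as a varying share of lymphoid tissue in the scraped mucosa may give. RNA quality is not excluded: r of the B cell score with the 3′ minus 5′ difference was 0.077 for ACTB and 0.145 for GAPDH (permutation p = 0.75 and 0.54), below the bound of 0.3 written before, but with upper 95% bounds of 0.50 and 0.55, so the small r was not beyond its spread. With the B cell score as a covariate, limma called 359 probe sets from S14D to S21D, against 1882 without it, and whether they are the same ones was not counted. That lies between the bounds set for and against the share as the whole cause. The groups differ in age and in this score together, so that the parts of share and age cannot be told apart here for these genes. Share as the whole cause is argued against on the second principal component. There S14D arrays lay at -43.34 to -41.00, with B cell scores of -3.44 to -0.24. 21W35D replicate 2, with a score of -3.21, lay at 37.47, and replicate 1 of the arrays labelled S35D, with -2.32, at 52.34. The first component did not part S14D from the others, and this was read only after the result was seen.

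Replicate 3 of the arrays labelled S35D had a smooth muscle score of 2.82 (next highest array 0.73), a signal in genes outside those the paper discusses. Of the 12 smooth muscle genes above 4 log2 units in some array, 10 were highest in this array, which repeats the score gene by gene and does not test its cause. The score of enteric neurons and glia, other cells of the muscle layer, was 0.67 there and higher in 2 other arrays, so that carry-over of that layer into the scraping was neither shown nor excluded. No biological explanation was tested.

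Other results stood apart without a tested explanation. The erythrocyte score of S14D replicate 1 was 3.54 (next highest array 0.91), also outside the genes the paper discusses. Of 38 groups of 4 arrays tested for 1 value far from the others by Dixon's ratio, 5 had one, where about 1 in 20 has one by chance. They were ICAM1 in S21D replicate 2 (ratio 0.834, value 9.45), the cell cycle list in S28D replicate 1 (0.854, 0.28), the DNA repair list in S28D replicate 1 (0.845, 0.08), the MHC class II list in S21D replicate 3 (0.880, 0.73) and the B cell receptor list in S28D replicate 1 (0.969, 0.37).

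By camera on the interaction contrast, 7 lists had a different effect of weaning at 28 and 35 days of age by the deposited labels. Their median differences were -0.30 for interferon-induced genes (adjusted p = 3.01e-04, and 0.79 with an estimated correlation), -0.59 for MHC class II (4.90e-04, and 0.74), 0.42 for fat absorption (0.00120, and 0.74), 0.44 for epithelium (0.00334, and 0.79), 1.31 for smooth muscle (9.60e-04, and 0.74), 0.24 for oxidative phosphorylation (8.16e-07, and 0.74) and -0.30 for immediate early genes (4.90e-04, and 0.13). None passed with an estimated correlation. These values are the difference at 28 days minus that at 35 days. The smooth muscle value rests largely on replicate 3 of the arrays labelled S35D, with a score of 2.82. Replicates 1 and 2 were at 0.02 and -0.48.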

How the results depend on the processing

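The exchange of the labels of S35D and 21W28D and the B cell covariate were chosen only after the result was seen. Unless the construction of a setting shows it, the cause was not tested. What limits the values are 3 or 4 piglets per group, the floor of the array, and the label conflict. Trend and robust variance and quantile normalization again left each of 10 and 7 counts within 1.5 times, and median centring 6 of 7.

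With the replicate number as a block the counts were 1249 from S14D to S21D, 231 from S28D to S35D, 3 from S35D to 21W35D, 2 from 21W28D to 21W35D and 56 varying with weaning. With 1 probe set per gene, fewer probe sets were tested and the counts were 792 from S14D to S21D, 2 from S21D to S28D, 337 from S28D to S35D, 4 from S21D to 21W28D and 1 from S35D to 21W35D. With no fold minimum, which can only add calls, they were 3575, 1570 and 11 for S14D to S21D, S28D to S35D and S35D to 21W35D, 4949 varying with age and 533 with weaning. With 3 arrays per group, which are fewer, the medians were 1251, 299.5 and 0.5 for S14D to S21D, S28D to S35D and S21D to 21W28D. With the B cell score as a covariate S14D to S21D gave 359. Without dim probe sets, 2 passed from S21D to S28D, 1084 from S28D to S35D, 4 from S21D to 21W28D, 44 from 21W28D to 21W35D, 303 with weaning and 2 in the interaction. Median centring gave 2 from S21D to S28D.

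With an estimated correlation in camera, none of the list results compared here passed. The 18 that kept their side had not passed in the main test either, and the other 51 no longer passed. They include chemotaxis (0.73, adjusted p = 0.65), cell cycle (1.85, 0.64), DNA repair (1.07, 0.60) and T cell genes (0.52, 0.64) from S14D to S21D, MHC class I from S21D to 21W28D (0.35, 0.12) and interferon from S28D to 21W28D (-0.62, 0.30). With only the groups compared in the fit, which leaves fewer arrays for the spread, counts were 0 from S21D to S28D, 15 from S28D to S35D, 0 from S35D to 21W35D and 0 from 21W28D to 21W35D, and limma gave 389, 5600, 1406 and 2126 at an unadjusted p under 0.05 for these in the main test. In that fit the B cell list from S28D to 21W28D (-0.22, adjusted p = 0.0205) and interferon from S35D to 21W35D (-0.44, 0.0215) passed.

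The methods' t-test, at an unadjusted p, gave 66, 1530, 130, 36, 80 and 220 for S21D to S28D, S28D to S35D, S21D to 21W28D, S28D to 21W28D, S35D to 21W35D and 21W28D to 21W35D. Calls in both comparisons of an overlap were 10 for the opposite and 2 for the shared one. After Benjamini-Hochberg adjustment the t-test gave 0 from S21D to S28D, 1 from S28D to S35D, 0 from S35D to 21W35D and 0 from 21W28D to 21W35D. A plain one-way test gave 581 probe sets varying with weaning. Benjamini-Hochberg in place of q-values gave 326 from S28D to S35D, and another pair of ACTB and GAPDH probe sets gave r = -0.0856.

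After exchange of the labels of S35D and 21W28D, 32 single gene and 12 list results were counted as turned. Several of them were near 0 (T cell genes from S28D to 21W28D at 0). Some other lists also lost their sign near 0 without being counted as turned. Among them were chemotaxis from S21D to 21W28D, from 0.02 to -0.08, and T cell genes there, from 0.78 to 0. Of counts and correlations, 12 moved. From S28D to S35D the count was 0 (interferon -0.62), ISG15 was at -2.02, IFIT2 at -0.65 and -1.57, USP18 at -1.29, SFTPD at -0.12, AREG at -0.79, DMBT1 at -1.31, DDX58 at -2.26 and -1.60, GMPR at -0.00655, ABCC2 at -0.0714, UGT2B31 at 0.55, DPEP1 at 0.64, C14H10orf35 at 0.86, RSAD2 at -2.13, XAF1 at -1.18, OAS1 at -0.86, ACSL3 at -0.0358, PPARG at -0.00697 and JUP at -0.00392. From S21D to 21W28D the count was 382, ISG15 was at 3.37, USP18 at 2.14, MHC class II at -1.07, the B cell list at -1.71, interferon at 1.96 and the endocytic list at 0.0667. From S28D to 21W28D the count was 640, ISG15 was at 2.21, IFIT2 at 2.40, USP18 at 1.46, interferon at 1.46, T cell genes at 0, the B cell list at -1.71 and chemotaxis at -0.54. From S35D to 21W35D the count was 16, ISG15 was at 3.59, SFTPD at 0.27, MHC class II at -0.15, interferon at 1.75 and the B cell list at -1.17. From 21W28D to 21W35D the count was 5, ISG15 was at -0.65, DDX58 at -1.02, AREG at -0.19, RSAD2 at -0.65, IFIT1 at -0.67, interferon at -0.44, the B cell list at 0.21, epithelium at -0.22 and MHC class II at 0.54.

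With the same exchange, the probe sets with a q-value under 0.1 were 0 from S28D to S35D, 1323 from S21D to 21W28D and 1530 from S28D to 21W28D. The opposite overlap had r = -0.59 and 153 shared calls, and the shared weaning effect r = 0.76 and 12. The methods' t-test with exchanged labels gave 36, 1323, 1530, 220 and 80 for S28D to S35D, S21D to 21W28D, S28D to 21W28D, S35D to 21W35D and 21W28D to 21W35D.

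Leaving out 1 array at a time, 77 counts and correlations stayed within 1.5 times or their spread, 40 moved further and 2 changed sign. Of list results, 416 were counted as the same, 26 no longer passed, 10 newly passed, 17 moved and 3 were counted as turned. A median that crossed 0 was not always counted as turned. B cell genes from S28D to 21W28D ran from -0.42 to 0.05, with 0 counted as changed. Ranges were 636 to 2764 from S14D to S21D, 1 to 3 from S21D to S28D, 54 to 960 from S28D to S35D, 0 to 3 from S21D and from S28D to 21W28D, 4 to 26 from S35D to 21W35D, 9 to 32 from 21W28D to 21W35D, 430 to 1326 with age, 67 to 208 with weaning and 0 to 4 in the interaction. Medians ran from 0.51 to 0.83 for chemotaxis from S14D to S21D, from -0.27 to 0.30 for MHC class II and -0.24 to 0.0793 for B cell genes from S21D to 21W28D, from -0.0703 to 0.12 for chemotaxis and -0.31 to 0.0841 for cell cycle genes from S28D to 21W28D, from -0.73 to 0.0326 for cell cycle genes from S35D to 21W35D, and from -0.32 to 0.15 for chemotaxis from 21W28D to 21W35D. The opposite correlation ran from -0.46 to 0.10 and the shared one from -0.10 to 0.30.

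Of single gene results, 118 kept their direction and side under the replicate block and 63 no longer passed, and with only the groups compared these numbers were 97 and 84. Leaving out 1 array at a time, 874 were kept, 338 no longer passed and 42 moved. Under median centring 181 kept theirs, and under quantile normalization again 178.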

Differences from the paper's values

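The exchange of labels, alone and with the methods' t-test, was chosen only after the result was seen, and the other alternatives here were set before the data were examined. The paper's counts are at an unadjusted p under 0.05 and at least 2-fold by t-test, and those of limma at an adjusted p under 0.05 and at least 2-fold. A count is called within the paper's when neither is more than 1.5 times the other. How many of the paper's own called genes an added alternative drops is not known, since gene lists of the paper were not used here.

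From S21D to S28D, limma called 1 probe set (1 higher, 0 lower) and the paper's count is 60 (13 higher, 47 lower). The methods' t-test gave 66 (14 and 52), within the paper's. The fit of only the groups compared, the dim filter, trend and robust variance, median centring, quantile normalization again, the replicate block, each array left out, 1 probe set per gene, no fold minimum, the adjusted t-test and 3 arrays per group did not close the gap.

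For the other 5 comparisons, the settings tried were those named for S21D to S28D (3 arrays per group only where a group had 4), and those not said here to close a gap left it open. From S28D to the arrays labelled S35D, limma called 640 (471 higher, 169 lower) and the paper's count is 32 (18 higher, 14 lower). With only these groups in the fit, 14 higher came within the paper's 18, and the total and the lower count did not. The methods' t-test with exchanged labels, chosen after seeing the values, gave 36 (22 higher, 14 lower). From S21D to the arrays labelled 21W28D, limma called 0 (606 at an unadjusted p under 0.05, and 65 higher and 65 lower by the methods' t-test), the paper's count is 1131 (603 higher, 528 lower), and the t-test with exchanged labels, chosen after seeing the values, gave 1323 (708 and 615). From S28D to the arrays labelled 21W28D, limma called 0 (451 at an unadjusted p under 0.05, and 22 higher and 14 lower by the methods' t-test) and the paper's count is 1308 (663 higher, 645 lower). The t-test with exchanged labels, chosen after seeing the values, gave 1530 (764 and 766), and limma with exchanged labels, also chosen after seeing the values, gave 471 higher.

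From the arrays labelled S35D to 21W35D, limma called 3 higher and 2 lower, and the paper's values are about 150 and about 40 in Figure 1, read by eye. The methods' t-test gave 33 lower, within the paper's, and 47 higher, which is not. With exchanged labels, chosen after seeing the values, it gave 174 and 46. From the arrays labelled 21W28D to 21W35D, limma called 15 higher and 1 lower, and the paper's values are about 44 and about 26 in Figure 1, read by eye. The dim filter gave 41 higher and leaving out 21W35D replicate 1 gave 30 higher, within the paper's, with the lower count still apart. The t-test with exchanged labels, chosen after seeing the values, gave 47 and 33.

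Some directions that the paper states went against the values by the deposited labels, and some of these turned with exchanged labels, as given last. The paper has the type 1 interferon pathway raised by weaning, and the median of these genes was -0.62 at 28 days, which did not pass with an estimated correlation (adjusted p = 0.30), and -0.44 at 35 days, which did not pass by either (adjusted p = 0.19 with the preset correlation). It has leukocyte chemotaxis lowered in 21W28D against S28D piglets, and the list's median was -0.01 and did not pass. ICAM1, VCAM1, CXCL13 and VAV1 differed by -0.55, -0.35, -0.61 and -0.11, in the paper's direction, and SLA-DOA by 0.16, against it. None of these genes passed. The paper has acquired immunity lowered in 21W28D piglets. T cell genes had a median 0.78 above S21D that passed with the preset correlation and not with an estimated one (adjusted p = 0.085). Of them, 0 of 19 passed limma's test over all probe sets. B cell receptor genes at -0.11 and MHC class II genes at -0.04 had the paper's sign without passing. MHC class I genes at 0.35 also had its sign, and passed with the preset correlation and not with an estimated one (adjusted p = 0.12). The paper has the 5 chemotaxis genes it selected changed in both S14D to S21D and S28D to 21W28D, and none passed in the second. It has all q-values over 0.1 from S28D to S35D, and the lowest here was 0.0144, while from S21D to S28D, from S35D to 21W35D and from 21W28D to 21W35D the lowest were 0.528, 0.648 and 0.207, as it states. It uses q-values under 0.1 for both comparisons with 21W28D at 28 days, and the lowest here were 0.35 and 0.67. The larger count from S14D to S21D had its direction, and so did leukocyte chemotaxis there, with 7 of 40 genes higher and 2 lower and a list median of 0.73 that did not pass with an estimated correlation (adjusted p = 0.65) or without S14D replicate 1 (adjusted p = 0.053). The paper has this count many times larger than both later ones. Here limma gave 1882, against 1 from S21D to S28D and 640 from S28D to the arrays labelled S35D. The methods' t-test gave 2521, 66 and 1530. Without S14D replicate 3, limma's first count was 636. With exchanged labels, chosen after seeing the values, the last count was 0 by limma and 36 by the t-test. With the same exchange, interferon medians were 1.46 at 28 and 1.75 at 35 days. Chemotaxis was at -0.54 without passing and SLA-DOA at -1.42, against S28D. From S21D to 21W28D, B cell genes were at -1.71, MHC class II at -1.07 and T cell genes at 0. Of these, only T cell genes lacked the paper's sign. The interferon, B cell and MHC class II lists did not pass with an estimated correlation. Probe sets with a q-value under 0.1 were 1323 from S21D and 1530 from S28D to 21W28D.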

Other observations

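Tests of exchanged labels, of 1 misplaced array, of age, of the lymphoid share by correlation and of smooth muscle carry-over were chosen only after the result was seen, and so was the choice of the lists and genes in the first 2 paragraphs.

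From S14D (n = 3) to S21D (n = 4) piglets, genes of other lists passed limma's test. Of 25 measured genes of fat absorption, 4 were lower and none was higher over all probe sets and over the list alone, with ACSL3, which activates fatty acids, down by 2.13 (standard error 0.60), PLIN2, which coats lipid droplets, by 1.57 and ACADM, an enzyme of fatty acid oxidation, by 1.14 (list median -0.26, adjusted p = 0.0394 from camera, adjusted p = 0.65 with an estimated correlation). Without S14D replicates 2 or 3 or S21D replicate 3 the list did not pass, at medians of -0.21, -0.18 and -0.18. Of 17 glutathione genes, 4 were lower and none was higher (5 and 1 when adjusted over the list alone), among them GSTA1, which fell by 4.17 (standard error 0.74), and GPX3, a secreted peroxidase, which fell by 3.72 to near the floor. Of 18 xenobiotic genes, 4 were higher and 2 lower (4 and 3 over the list alone), with CYP3A29, a cytochrome P450, at 2.64 and NQO1, a quinone reductase, at 1.88. Of 27 complement genes, 3 were higher and 2 lower by both adjustments. C2 and C1QC rose by 2.50 and 1.69, and C8B and C9 fell by 2.88 and 2.12, the first to the floor, which sets the size of its fall. Of 28 antimicrobial genes, 1 was higher and 2 were lower (4 and 4 over the list alone): SAA2 rose by 1.85, and DMBT1 and LBP, which binds lipopolysaccharide, fell by 3.20 and 3.03. None of the last 4 lists passed (adjusted p = 0.12, 0.88, 0.76 and 0.76 from camera). Of 12 endothelial genes, 2 were lower and none was higher (3 and none over the list alone). LYVE1 fell by 1.79 and PECAM1 by 0.73 (list median -0.09, adjusted p = 0.0437, adjusted p = 0.60 with an estimated correlation). Without dim probe sets the list median was -0.81 (adjusted p = 0.0247 from camera). LYVE1 passed whichever array was left out, PECAM1 only when that array was S21D replicate 1, and the list did not pass without S14D replicate 1 or S21D replicates 3 or 4 (adjusted p = 0.16, 0.062 and 0.089) or with only these groups in the fit (0.054).

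From S28D (n = 4) to the arrays labelled S35D (n = 3), 4 of 25 fat absorption genes were higher (13 higher and 1 lower when adjusted over the list alone), with ACSL3 at 2.50 (standard error 0.60), PPARG, a nuclear receptor of lipid storage, at 1.74 from close to the floor, which limits its size, and MTTP, which loads lipid onto chylomicrons, at 1.69 (list median 0.73 and, without replicate 1 of the arrays labelled S35D, 0.49, adjusted p = 0.00138, adjusted p = 0.53 with an estimated correlation). Of 17 cell junction genes, 5 were higher and none was lower (11 and 1 when adjusted over the list alone), with CLDN4, a tight junction claudin, at 1.79 and JUP at 1.41 from a mean within 1 unit of the floor (list median 0.64, adjusted p = 9.76e-04, adjusted p = 0.53 with an estimated correlation). When the labels of S35D and 21W28D were exchanged, the differences of ACSL3, PPARG and JUP were near 0 (-0.0358, -0.00697 and -0.00392), and neither list passed (median 0.13, adjusted p = 0.066 for fat absorption, and 0.0500, adjusted p = 0.71 for cell junctions).

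No other split of the arrays into groups of the same sizes reached the 1882 probe sets from S14D to S21D (highest of them 1). None reached the 640 from S28D to the arrays labelled S35D (232) or the 852 varying with age (93 in 100 regroupings). This argues against chance for these counts. It does not exclude chance, since there were only 35 splits or 100 regroupings. For the 163 varying with weaning, 1 of 100 regroupings gave more, 354, so that such a count was rare but chance is not excluded. Why that regrouping gave more was not tested. Chance cannot be excluded for the 1 from S21D to S28D (highest other 1). For the 0 from S21D and from S28D to the arrays labelled 21W28D the other splits reached 2 and 4 and decide nothing, since any split is as large as 0, and limma gave 606 and 451 at an unadjusted p under 0.05 and the methods' t-test 130 and 36. For the 5 from the arrays labelled S35D to 21W35D (highest other 11) and the 16 from those labelled 21W28D to 21W35D (highest other 2), 10 splits are too few. limma's interaction term called 0 (610 at an unadjusted p under 0.05), so that regroupings decide nothing there either. The highest of them gave 1741, and why was not tested.

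ACTB and GAPDH, which the paper reports as correlated in PCR, had r = 0.23 (rho = 0.14) over the 20 arrays (permutation p = 0.32 and 0.56, adjusted p = 0.63 and 0.56 over 2 relations) and r = 0.09 on deviations from the group means. Without the 2 arrays farthest from the median r was -0.004. EIF1AY, a Y-linked gene, was above 11 in S14D replicates 2 and 3, S28D replicates 1 and 3, replicate 2 of the arrays labelled S35D, replicates 1 and 2 of those labelled 21W28D and 21W35D replicate 2, and at the floor in all S21D arrays. The sex of the piglets is not given in the sources used here and was not modelled. XIST has no probe set so named in the annotation used here. Pairs of groups that the paper does not compare gave 2803 called probe sets between S14D and S28D, 1025 between S14D and the arrays labelled S35D, 1772 between S14D and those labelled 21W28D, 1053 between S14D and 21W35D, 54 between S21D and 21W35D, 26 between S28D and 21W35D, and 385 between the arrays labelled S35D and those labelled 21W28D.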
